# Dose-specific efficacy of adipose-derived mesenchymal stem cells in septic mice

**DOI:** 10.1186/s13287-023-03253-3

**Published:** 2023-02-19

**Authors:** Kui Li, Tao Wang, Rui Li, Fulai Xue, Guodan Zeng, Jingyao Zhang, Yuan Ma, Li Feng, Y. James Kang

**Keywords:** Sepsis, Adipose-derived mesenchymal stem cells, Dose-specific effect, Phagocytosis, Coagulation

## Abstract

**Background:**

Mesenchymal stem cells (MSCs) therapy for sepsis has been extensively studied in the past decade; however, the treatment regimen and mechanism of action of MSCs remain elusive. Here, we attempted to understand the efficacy and mechanism of action of MSCs on rescuing mice with sepsis.

**Methods:**

A mouse model of sepsis was produced by cecal ligation and puncture (CLP). Allogeneic adipose-derived MSCs (ADSCs) were administered by intravenous infusion at 6 h after CLP, and dose-related effects of ADSCs on these mice were determined by survival rate, histopathological changes, biochemical and coagulation parameters, bacterial load, and plasma levels of endotoxin and inflammatory cytokines. The tissue distribution of intravenously infused ADSCs in septic mice was investigated by pre-labeling ADSCs with the lipophilic membrane dye PKH26. RNA sequencing analysis was performed to assess the transcriptional changes in peripheral blood mononuclear cells (PBMCs) and the liver.

**Results:**

A significant therapeutic effect of ADSCs at a dose of 2 × 10^7^ cells/kg in septic mice was evidenced by a remarkable reduction in mortality (35.89% vs. 8.89% survival rate), blood bacterial burden, systemic inflammation, and multiple organ damage. In contrast, ADSCs at a lower dose (1 × 10^7^ cells/kg) failed to achieve any beneficial outcomes, while ADSCs at a higher dose (4 × 10^7^ cells/kg) caused more early death within 24 h after CLP, retaining a steady survival rate of 21.42% thereafter. PKH26-labeled ADSCs were predominantly localized in the lungs of septic mice after intravenous infusion, with only a smaller proportion of PKH26-positive signals appearing in the liver and spleen. RNA sequencing analysis identified that insufficient phagocytic activity of PBMCs in addition to a hyperactivation of the hepatic immune response was responsible for the ineffectiveness of low-dose ADSCs therapy, and acute death caused by high-dose ADSCs infusion was associated with impaired coagulation signaling in PBMCs and exacerbated hepatic hypoxic injury.

**Conclusions:**

Our findings demonstrate a dose-specific effect of ADSCs on the treatment of sepsis due to dose-related interactions between exogenous stem cells and the host’s microenvironment. Therefore, a precise dosing regimen is a prerequisite for ADSCs therapy for sepsis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-023-03253-3.

## Background

Sepsis, defined as a life-threatening organ dysfunction condition caused by a dysregulated host response to infection, remains a leading cause of morbidity and mortality worldwide [1]. Sepsis is generally manifested by both sustained hyperinflammation and immune suppression, ultimately evolving to acute organ failure, coagulation disorders, and hypotension [2]. Symptomatic management, including fluid resuscitation, antibiotic administration, and vasopressors, is the mainstay of treatment for sepsis, but a more effective treatment is on demand [3].

Mesenchymal stem cells (MSCs) have recently been recognized as a promising treatment for sepsis due to their antibacterial, immunomodulatory, and organ-protective properties [4]. Over the past decade, numerous studies have reported the therapeutic effect of MSCs on reducing mortality in animal models of sepsis; however, the efficacy of MSCs therapy in these preclinical studies is rather vague due to ambiguous MSCs treatment procedures [5, 6]. In this context, a systematic evaluation of the impact of differential MSCs treatment procedures on sepsis, including the route, timing, and dose of MSCs administration, becomes a prerequisite for clinical translation.

A consensus has been gradually building up on the optimal timing and route of MSCs administration in experimental sepsis, i.e., intravenous (IV) infusion within 6 h after sepsis induction [5, 6]. However, the optimal dosing regimen of MSCs for the treatment of sepsis remains controversial.

A recent systematic review of clinical trials reporting positive outcomes for the treatment of multiple diseases with IV MSCs indicated that the minimum effective dose (MED) of MSCs ranged from 100 to 150 million cells/patient (equal to 1.4 × 10^6^ to 2.1 × 10^6^ cells/kg), with lower and higher doses being less effective [7]. This raises a new perspective that IV MSCs may exert dose-specific efficacy in improving clinical outcomes in human disease. In addition, several recently published phase I trials showed that IV administration of MSCs up to a dose of 3 × 10^6^ cells/kg was safe and well tolerated in patients with severe sepsis but failed to improve mortality and systemic inflammatory biomarkers [8–11]. Therefore, conducting a systematic dose–response study to determine the MED range of MSCs in the treatment of sepsis will provide an important reference for optimizing the clinical dosing regimen of MSCs.

In the present study, we employed cecal ligation and puncture (CLP)-induced polymicrobial sepsis in mice, which is considered the gold standard animal model for studying clinical sepsis [12]. Adipose-derived MSCs (ADSCs), one of the most widely used sources of MSCs, were used for the treatment of experimental sepsis. Given that the effective IV dose of MSCs in septic mice reported in preclinical studies ranged from 2.5 × 10^5^ to 1 × 10^6^ [5, 6], this corresponds to a range of 1 × 10^7^ to 4 × 10^7^ cells/kg body weight for a 25 g mouse. We thus chose three different IV doses, including low-dose (1 × 10^7^ cells/kg), medium-dose (2 × 10^7^ cells/kg), and high-dose (4 × 10^7^ cells/kg), to investigate the dose-response effect of allogeneic ADSCs in CLP-induced septic mice. We hypothesized that ADSCs might exert a dose-specific effect on sepsis-induced mortality, systemic inflammation, and multi-organ damage. The dynamic distribution of intravenously infused ADSCs in septic mice was assessed by pre-labeling ADSCs with the lipophilic membrane dye PKH26. Transcriptomic analysis of peripheral blood mononuclear cells (PBMCs) and liver was performed to unravel the molecular basis underlying the dose–response effect of ADSCs.

## Materials and methods

### Animals

Male C57BL/6J mice were obtained from Dashuo Biological Technology Co., Ltd. (Chengdu, China) and housed at the Experimental Animal Center of West China Hospital on a 12 h light–dark cycle with ad libitum access to food and water. All animal procedures were approved by the Animal Care Committee at Sichuan University West China Hospital (protocol No. 20211135A), following the Guidelines for the Care and Use of Laboratory Animals of the National Institutes of Health.

### Sepsis induction and characterization

A mouse model of sepsis was induced by cecal ligation and puncture (CLP) as described in previous studies [13], with some modifications to generate a more clinically relevant severe sepsis. Briefly, male C57BL/6J mice (weight 25–30 g, age 8–12 weeks) were anesthetized with 3% isoflurane by inhalation induction and maintained on 1.5% isoflurane during surgery. An incision was made along the midline of the abdomen to expose the cecum. The cecum was ligated with 5–0 silk for a length of 1.0 cm, punctured twice with an 18–gauge needle, and gently squeezed out an appropriate amount of cecum contents to ensure the permeability of the perforation. The cecum was then placed back into the abdominal cavity, and the muscle and skin were sutured with 5–0 silk. Postoperative care, such as fluid resuscitation, was performed by subcutaneous injection of 1 mL of prewarmed saline (37 °C) immediately after the CLP procedure to minimize dehydration and prevent animal shock. Sham-operated mice underwent the same surgical procedure except for ligation and puncture. In addition, sepsis-inducing procedures were performed in the morning of the day to minimize the effect of circadian variation on the results [14, 15].

Early septic symptoms occurred over a 6 h period after CLP induction as determined by core body temperature (Additional file 1: Fig. S1A) and the Murine Sepsis Score (MSS) (Additional file 1: Fig. S1B) [16]. The plasma levels of endotoxin, inflammation-associated cytokines (IL-1*β*, IL-6, IL-10, and TNF-*α*), and biochemical indicators (AST, ALT, LDH, and BUN) were all dramatically elevated in the CLP group compared with the sham group (Additional file 1: Fig. S1C-E). Histological examination showed obvious pathological changes, including tissue destruction, necrosis, and leukocyte infiltration, in the lung, liver and kidney of septic mice (Additional file 1: Fig. S1F). Due to systemic inflammation and multiple organ damage, CLP mice began to die at 12 h after surgery, reaching 60% mortality within 24 h and 90% within 168 h, whereas no mortality was observed in the sham-operated group (Additional file 1: Fig. S1G).

### Mouse ADSCs isolation, characterization and treatment

Male C57BL/6J mice (4 weeks old) were euthanized by cervical dislocation after isoflurane inhalation anesthesia and used as ADSCs donors. Mouse ADSCs were isolated from the inguinal fat pad under sterile conditions as described previously [17]. ADSCs were cryopreserved between passages 2 and 3 for subsequent characterization and therapeutic studies. Cryopreserved ADSCs were thawed, washed, and resuspended in 200 µL of vehicle solution (1% albumin) for intravenous infusion.

The ability of ADSCs to differentiate into adipocytes, osteocytes, and chondrocytes was assessed using cell differentiation kits (Minneapolis, MN, USA) according to the manufacturer’s instructions. Immunophenotyping of ADSCs was performed by flow cytometry analysis after staining with the monoclonal antibodies PE-CD29, FITC-CD44, APC-CD31, and APC-CD45 (BD, USA). In addition, immunofluorescence staining was performed for octamer-binding transcription factor 4 (Oct4) (ab27985, Abcam, UK) to assess the stemness of cultured ADSCs.

Different doses of ADSCs (1 × 10^7^, 2 × 10^7^ or 4 × 10^7^ cells/kg, resuspended in 0.2 mL of 1% albumin solution) or vehicle (1% albumin) were administered intravenously at 6 h after sham or CLP surgery via the tail vein.

### Experimental design

Male C57BL/6J mice were weight-matched (25–30 g) and randomly assigned to each experimental group. Randomization were performed after the surgical procedure (CLP or sham operation) using the RAND() command in Microsoft Excel 2013 software. Briefly, a specific random number between 0 and 1 was generated for each mouse in Sham or CLP group, respectively. Random numbers were then sorted from small to large and assigned to different treatment subgroups in turn.

Specifically, for survival analysis, 16 sham-operated or CLP mice were randomly assigned to four treatment subgroups (Vehicle, ADSCs1, ADSCs2, and ADSCs4) of 4 mice each. Furthermore, to ensure the robustness and reliability of the dose-response effect of ADSCs in improving survival in CLP mice, four additional independent treatment experiments were performed in CLP mice. Survival was monitored every 12 h for 7 days. In addition, mice were preemptively euthanized for humane reasons if they exhibited any of the following signs: emaciation, gasping, unresponsiveness to touch, or anal temperature < 25 °C.

For studies tracking the tissue distribution of intravenously infused ADSCs, 48 CLP mice were randomly assigned to four treatment groups as described above, 12 mice in each group. Mice were killed to harvest organs at 12, 24, and 72 h after CLP surgery (*n* = 3/time point).

For other functional and mechanistic studies, a total of 164 CLP mice were used and randomly assigned to four treatment groups as described above, 41 mice in each group. They were tested biochemical parameters (*n* = 5/group), coagulation function (*n* = 7/group), histopathology (*n* = 5/group), blood bacterial load (*n* = 5/group), plasma levels of endotoxin (*n* = 5/group) and inflammatory cytokines (*n* = 5/group) and transcriptomic changes in PBMCs and liver (*n* = 5/group for RNA-seq analysis and *n* = 4/group for qPCR analysis). In addition, a total of 8 sham-operated mice were used to determine reference baseline values for coagulation parameters (*n* = 5) and plasma inflammatory factor levels (*n* = 3).

Animals that died within 6 h after CLP surgery were excluded from subsequent treatment experiments. Blinding was not performed unless specifically mentioned.

### Tracking of PKH26-labeled ADSCs

ADSCs were labeled with PKH26 (Sigma-Aldrich, USA) in accordance with the manufacturer’s instructions. Different doses of labeled ADSCs were resuspended in 200 µL of vehicle solution (1% albumin) and injected intravenously at 6 h after CLP via the tail vein. Mice were euthanized by CO_2_ inhalation following isoflurane inhalation anesthesia at 12, 24, and 72 h after CLP surgery and perfused through the heart with 10 mL of 0.9% saline at a flow rate of 5 mL/min. Lungs, liver, spleen, heart, and kidneys were collected and fixed in 4% paraformaldehyde for at least 24 h. Then, tissue samples were cut into 2- to 3-mm-thick slices. After washing with PBS, tissue sections were shaken in 0.1% Triton X-100 for 1 h at room temperature, followed by nuclear staining with DAPI (D9542, Sigma-Aldrich, USA) for 1 h. Tissue slices were then cleared in the refractive index matching solution (RIMS) [18] for 24 h at 37 °C and protected from light before mounting and imaging.

Images were acquired using a laser confocal microscope (A1, Nikon) coupled with an imaging analysis system (NIS-Elements software, Nikon), with a full view of each tissue section collected under a × 10 ocular lens and × 4 objective lens (measured resolution: 1200 dpi, scar bar: 500 µm), and three to five magnified fields collected through a × 10 ocular lens and × 20 objective lens (measured resolution: 600 dpi, scar bar: 100 µm).

### Plasma biochemistry analysis

Blood was collected by intracardiac puncture and preserved in EDTA-K2 tubes. Plasma samples were harvested by centrifugation at 1600 g for 15 min at 4 °C. Plasma levels of ALT, AST, BUN, and LDH were quantitatively analyzed by using an autoanalyzer (Roche, Switzerland) in accordance with the instructions of the manufacturer.

### Histologic analysis

Lung, liver, and kidney tissues were collected promptly after mice were killed and fixed in 4% paraformaldehyde for 24 h. After fixation, tissues were embedded in paraffin, sectioned, and stained with hematoxylin and eosin (H&E). Lung tissue samples were additionally stained for fibrin using a commercially available MSB stain kit (G2040, Solarbio, CN). Images were taken with a light microscope (80i, Nikon), processed with imaging software (SPOT Software, version 4.6), and at least three 10 × field (for H&E staining) or 20 × field images (for MSB staining) were taken from individual tissues of each mouse.

Pathology scoring and the number of pulmonary thrombi were blindly assessed by two professional pathologists according to a previous study [19].

### Blood bacterial load and endotoxin determination

Whole blood samples were plated on Columbia blood agar plates (CHROMagar, China) with a 100-fold dilution in sterile saline and incubated overnight at 37 °C. Bacterial numbers were analyzed by colony forming units (CFU).

For plasma endotoxin assays, plasma samples were diluted 1:10 with endotoxin-free water and assayed using a ToxinSensor™ Chromogenic LAL Endotoxin Assay Kit (GenScript, China) following the manufacturer’s recommendations. The absorbance at 545 nm was measured. The concentration of plasma endotoxin was expressed as EU/ml.

### Cytokine immunoassay and multiplex array

Plasma levels of pro-inflammatory (IL-1*β*, IL-6, and TNF-*α*) and anti-inflammatory (IL-10) cytokines in sham-operated or CLP mice were measured by enzyme-linked immunosorbent assay (ELISA) according to the manufacturer’s instructions (R&D Systems, American).

The dose-response effect of ADSCs on sepsis-induced systemic inflammation was determined by examining changes in plasma cytokine levels using the Bio-Plex Pro Mouse Cytokine 23-Plex Assay (Bio-Rad, USA) according to the manufacturer’s instructions, containing the following targets: IL-1*α*, IL-1*β*, IL-2, IL-3, IL-4, IL-5, IL-6, IL-9, IL-10, IL-12 (p40), IL-12 (p70), IL-13, IL-17A, eotaxin, G-CSF, GM-CSF, IFN-*γ*, KC, MCP-1, MIP-1*α*, MIP-1*β*, RANTES, and TNF-*α*. Plasma samples from sham-operated mice were used as reference controls. The expression patterns of these cytokines were visualized by heatmap.

### Isolation of PBMCs from whole blood

Blood diluted 1:1 with PBS was carefully layered on top of Histopaque®-1083 (Sigma, USA) and centrifuged at 400 g for 30 min at room temperature. The milky-white cell layer of PBMCs was gently collected and washed twice with PBS (centrifuge at 250 g for 10 min). After the final wash, PBMCs were lysed in TRIzol reagent (Thermo Fisher, USA) and stored at − 80 °C for further RNA sequencing and qPCR analysis.

### RNA sequencing analysis

Total RNA was extracted from PBMCs and liver samples using TRIzol reagent (Thermo Fisher, USA) according to the manufacturer’s instructions. The concentration of RNA was determined by Gene Quant pro 1000 (Thermo Fisher, USA). Total RNA quality was assessed via RNA integrity number (RIN) using a Bioanalyzer 2100 (Agilent, USA). Then, cDNA libraries were constructed, and the final average insert size was 300 ± 50 bp. RNA sequencing was carried out with the PE150 sequencing pattern via the Illumina NovaSeq™ 6000 (Illumina, USA) platform. The raw reads were filtered using Cutadapt software (https://cutadapt.readthedocs.io/en/stable, version: cutadapt 1.9) to remove low-quality and undetermined bases. After obtaining the clean reads, HISAT2 software (version 2.0.4) was used to map to the reference genome (Additional file 2: Table S1).

Differential gene expression analysis was conducted using the R package edgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html). The dose–response effect of ADSCs treatment on CLP mice was analyzed using the Wald test in three pairwise comparisons (CLP + ADSCs1 vs. CLP + Vehicle, CLP + ADSCs2 vs. CLP + Vehicle and CLP + ADSCs4 vs. CLP + Vehicle), in which differentially expressed genes (DEGs) were selected as those with a false discovery rate (FDR) adjusted *p* value < 0.05 and a log2-fold change (log2FC) > 1 or < -1. Venn diagrams were employed to show the number of unique and overlapping DEGs between different groups. The collection of DEGs between the vehicle-treated and different doses of ADSCs-treated groups in CLP mice was named ADSCs-responsive genes.

Functional annotation of DEGs was performed using Gene Ontology (GO) enrichment analysis by R (version 4.1.0), considering enriched terms as those with an adjusted *p* value threshold of < 0.05 (Additional file 3: Table S2). KEGG pathway analysis and visualization were carried out using the Pathview Web server (https://pathview.uncc.edu/) [20].

To discover coexpressed gene modules in response to different infusion doses of ADSCs in CLP mice, we performed a weighted correlation network analysis (WGCNA) of 1215 ADSCs-responsive genes in PBMCs (Additional file 4: Table S3) using the R package WGCNA (version 1.70). Correlations between module eigengenes and different doses of ADSCs treatment were considered to be significant based on the criteria (correlation coefficients > 0.5 or <  − 0.5 and *p* value < 0.05). Hub genes of each significant module were considered those with gene significance (|GS|) > 0.35 and module membership (|MM|) > 0.8 and visualized by heatmap (Additional file 5: Table S4). GO analysis of hub genes in significantly correlated modules was then performed.

Protein–protein interaction (PPI) network analysis was performed (https://www.networkanalyst.ca) [21] to identify key driver (KD) genes in the significantly correlated modules responsible for the induction or inhibition of the coagulation pathway in PBMCs following high-dose ADSCs treatment, and Cytoscape (version 3.9.0) was used for gene network visualization.

Genes involved in the phagocytosis process (GO: 0006909) and hypoxia response [22] (Additional file 6: Table S5) intersected with ADSCs-responsive genes in PBMCs and liver, respectively, and were visualized by heatmaps.

### RT-qPCR analysis

Total RNA was extracted from the PBMCs and liver using the TRIzol reagent (Invitrogen, USA) following the manufacturer’s instructions. 1 µg of the extracted RNA was reverse transcribed to cDNA using a HiScript® III All-in-one RT SuperMix Kit (Vazyme, CN). Real-time qPCR was performed using ChamQ SYBR Color qPCR Master Mix (Vazyme, CN) and a Thermo Q6 Real-Time System according to the manufacturer’s instructions. Gene expression relative to that of TATA-box binding protein (TBP) was analyzed for each sample using the 2^−ΔΔCt^ method. The primers used are shown in Table 1.

**Table 1:** RT-qPCR primer sequences

Primer	Forward sequence (5' to 3')	Reverse sequence (5' to 3′)
*Marco*	ACAGAGCCGATTTTGACCAAG	CAGCAGTGCAGTACCTGCC
*Lrp1*	ACTATGGATGCCCCTAAAACTTG	GCAATCTCTTTCACCGTCACA
*Nr1h3*	CTCAATGCCTGATGTTTCTCCT	TCCAACCCTATCCCTAAAGCAA
*Tnf*	AGTCCGGGCAGGTCTACTTT	GGTCACTGTCCCAGCATCTT
*Tlr4*	ACAAACGCCGGAACTTTTCG	GTCGGACACACACAACTTAAGC
*Ccl3*	CACCCTCTGTCACCTGCTCAA	TGGCGCTGAGAAGACTTGGT
*F5*	CGCAACTAAGGCAGTTCTATGT	GCTAGATCGTGGCTTTTCTTTCT
*Itgb3*	CCACACGAGGCGTGAACTC	CTTCAGGTTACATCGGGGTGA
*Vegfa*	AGGCTGCTGTAACGATGAAG	TCTCCTATGTGCTGGCTTTG
*Slc2a1*	CAGTTCGGCTATAACACTGGTG	GCCCCCGACAGAGAAGATG
*P4ha2*	CAGGTACTATGATGTGATGTCCG	AAAGGGTCGCCTTGAGAAGTC
*Tbp*	CCTTGTACCCTTCACCAATGAC	ACAGCCAAGATTCACGGTAGA

### Coagulation assay

Whole blood was collected by cardiac puncture and anticoagulated with 3.2% buffered sodium citrate (1:9). Samples were centrifuged at room temperature (1800 g, 10 min) to separate plasma and immediately stored at − 20 °C. Plasma prothrombin time (PT) and activated partial thromboplastin time (aPTT) were measured by an automated coagulation analyzer (CS-2400, Sysmex, Japan).

### Statistical analysis

Data are expressed as the mean ± SEM. GraphPad Prism 9.0 (GraphPad, USA) was used for graphing and statistical analysis. Differences in sepsis-associated symptoms between the sham and CLP groups were assessed by unpaired *t* test. For comparisons among multiple treatment groups in CLP mice, all data were first tested for homogeneity of variance by Bartlett’s test and then subjected to one-way ANOVA followed by Tukey’s multiple comparison post hoc test. Survival curves were analyzed by a log-rank test. *p* < 0.05 was considered statistically significant.

## Results

All ADSCs (passages 2–3) used in this study showed a spindle-shaped morphology, adherence to cell culture flasks, expression of mesenchymal markers and differentiation into adipocytes, osteoblasts, and chondroblasts (Additional file 7: Fig. S2A-C), in accordance with previously described criteria by the International Society for Cellular Therapy [23]. Immunostaining analysis also demonstrated positive expression of Oct4, a core stemness-associated transcription factor [24], in the nucleus of cultured ADSCs (Additional file 7: Fig. S2D).

### Dose-related effects of ADSCs on septic mice

Mice subjected to the CLP procedure started to die at approximately 12 h, and the mortality continued until 108 h after CLP surgery, reaching a steady survival rate of 8.89%. CLP mice receiving allogeneic ADSCs at 2 × 10^7^ cells/kg (ADSCs2) via IV infusion at 6 h after CLP displayed a significant improvement in the survival rate (35.89% vs. 8.89%). However, CLP mice that received ADSCs at 4 × 10^7^ cells/kg (ADSCs4) exhibited more acute death within 24 h after surgery; thereafter, the mortality ceased, retaining a survival rate of 21.42%. In contrast, CLP mice receiving ADSCs at 1 × 10^7^ cells/kg (ADSCs1) displayed continued death beyond 108 h, and all died within 120 h after CLP surgery. There was no mortality in sham-operated control mice receiving any dose of ADSCs (Fig. 1A).

**Fig. 1:**
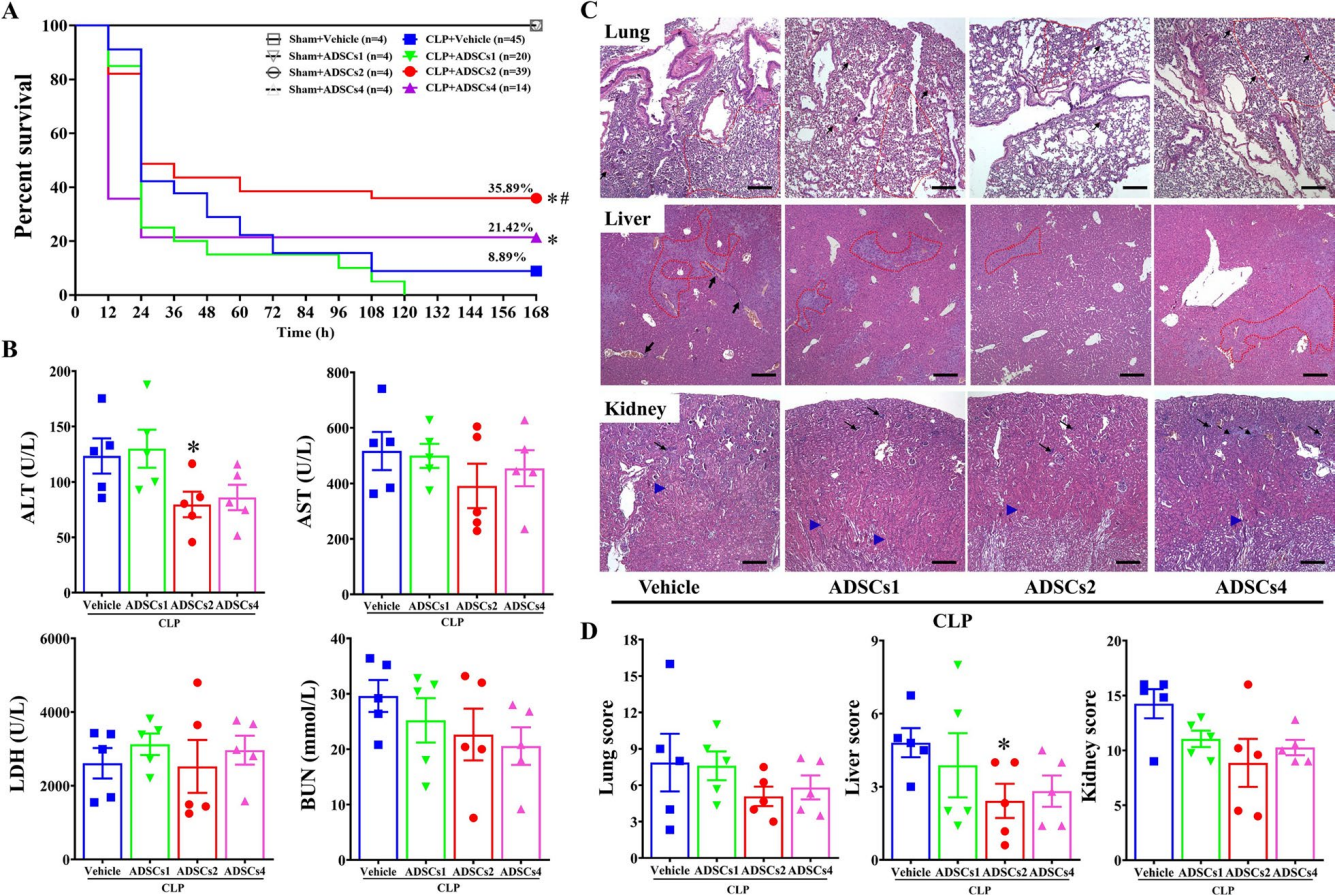
Dose-related effects of ADSCs on CLP-induced mortality and multi-organ damage. Six hours after sham or CLP surgery, mice were intravenously infused with vehicle solution or different doses of ADSCs, including low-dose (1 × 10^7^ cells/kg, ADSCs1), medium-dose (2 × 10^7^ cells/kg, ADSCs2), and high-dose (4 × 10^7^ cells/kg, ADSCs4). The survival rates were monitored every 12 h for 168 h. *n* = 4–45 (**A**). Changes in multi-organ function after ADSCs treatment in septic mice were determined by examining the plasma levels of ALT, AST, BUN, and LDH at 6 h after ADSCs treatment (12 h after CLP). *n* = 5 in each group (**B**). H&E staining was performed to assess the severity of CLP-induced structural damage in multiple organs, including the lung, liver, and kidney, at 6 h after ADSCs treatment. Images were taken by Nikon 80i microscopy and SPOT Software at a resolution of 96 dpi, and processed in Adobe Photoshop at a resolution of 600 dpi. No downstream processing was utilized. Scar bar = 200 μm (**C**). Lung: abnormal alveolar collapse and alveolar septal inflammation (dotted line) and arteriole thrombosis (black arrow); Liver: abnormal hyperplasia of bile duct epithelium (black arrow) and hepatocyte disarrangement and hydropic degeneration (dotted line); Kidney: abnormal acute tubular necrosis (blue triangle, inflammatory infiltration (black dotted arrow) and glomerular damage (black arrow)). Pathology scoring was blindly assessed to indicate the degree of organ damage (**D**). *n* = 5 in each group. *, *p* < 0.05, significantly different from the CLP + Vehicle group; #, *p* < 0.05, significantly different from the CLP + ADSCs4 group

The death peak in CLP-induced septic mice mainly occurred between 12 and 24 h after surgery, probably due to acute multi-organ failure (Additional file 1: Fig. S1G) [25]. Therefore, we examined whether ADSCs had dose-specific protection against multi-organ damage in CLP mice at 6 h after ADSCs treatment (12 h after CLP). As shown in Fig. 1B, the plasma levels of biochemical indicators such as ALT, AST, and BUN tended to decrease in CLP mice treated with ADSCs2 or ADSCs4 compared to the vehicle-treated group, while only the reduction in ALT levels in the ADSCs2 treatment group reached significance. Moreover, histological examination showed that ADSCs2 and ADSCs4 treatment tended to attenuate CLP-induced structural damage in multiple organs, but only ADSCs2 treatment showed a significant amelioration of liver structural abnormalities, including hepatocyte injury and bile duct hyperplasia (Fig. 1C and D). Taken together, these data suggest that intravenously infused ADSCs exhibit dose-specific efficacy in the treatment of sepsis.

### Tissue distribution of intravenously infused ADSCs in septic mice

Considering that the localization and retention of ADSCs in different organs may provide important clues for elucidating the mechanism of the dose-specific effects of ADSCs in septic mice, we labeled ADSCs with PKH26 to assess the tissue distribution of intravenously infused ADSCs at 12, 24, and 72 h after CLP. Six hours after ADSCs infusion (12 h after CLP), the majority of PKH26-positive signals were found in the lungs (Fig. 2A and Additional file 8: Fig. S3A), while smaller proportions were also found in the livers (Fig. 2B and Additional file 8: Fig. S3B) and spleens (Fig. 2C and Additional file 8: Fig. S3C) of CLP mice treated with medium- or high-dose ADSCs. Notably, the amount of PKH26-positive signals in the lung, liver, and spleen all showed a trend of increasing with the infused dose of ADSCs. Moreover, the number of PKH26-positive signals in the lung gradually decreased over time, accompanied by a gradual increase in the liver and spleen. However, no positive signal was detected in the heart (Additional file 8: Fig. S3D) or kidney (Additional file 8: Fig. S3E) throughout the observation period.

**Fig. 2:**
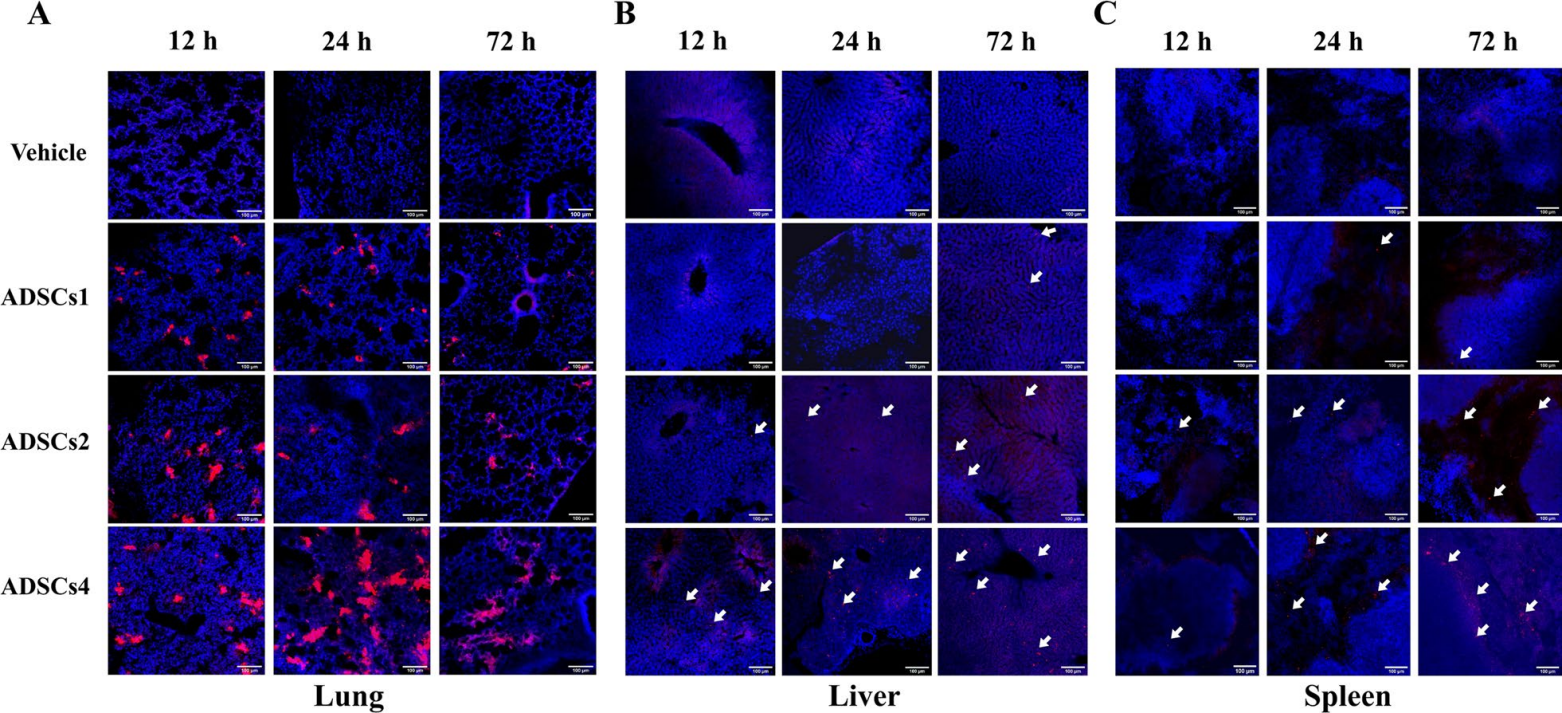
Dynamic distribution of intravenously infused ADSCs in the lung, liver, and spleen of CLP mice. PKH26-labeled ADSCs were injected into CLP mice via the tail vein at 6 h post-CLP to assess their dynamic tissue distribution. PKH26-labeled positive signals (red) were detected in the lung (**A**), liver (**B**), and spleen (**C**) by fluorescence imaging at 12, 24, and 72 h after CLP using a Nikon A1 laser confocal microscope. Images were taken by NIS-Elements software at a resolution of 600 dpi. No downstream processing was utilized. The nucleus was stained with DAPI (blue). CLP mice treated with vehicle solution served as the negative control. *n* = 3 in each group. Scale bar = 100 µm

### Dose-specific effects of ADSCs on bacterial burden and systemic inflammation in septic mice

Since the intravenously infused ADSCs were predominantly stuck in the lungs of septic mice and only sporadic PKH26-positive signals appeared in the liver at 6 h post-treatment, the protective effect of ADSCs against CLP-induced liver injury may be attributed to their antibacterial and immunomodulatory properties rather than direct involvement in local tissue repair. To test this hypothesis, we examined changes in bacterial burden and systemic inflammation in CLP mice after treatment with different doses of ADSCs.

The measurement of blood bacterial burden showed that treatment with ADSCs2 or ADSCs4 significantly reduced the number of bacteria in the blood of CLP mice (Fig. 3A), but interestingly, only ADSCs2 treatment significantly reduced CLP-induced elevation of plasma endotoxin levels (Fig. 3B). A multiplex cytokine assay further demonstrated that ADSCs2 treatment effectively suppressed systemic inflammation in CLP mice, as evidenced by significant reductions in the plasma levels of pro-inflammatory cytokines, including IL-2, IL-3, KC, MIP-1*α*, MIP-1*β*, RANTES, and TNF-*α*. On the other hand, ADSCs4 treatment only significantly reduced plasma levels of IL-17, and ADSCs1 treatment did not cause any significant changes (Fig. 3C). Taken together, these data suggest that the therapeutic effect of intravenously infused ADSCs in septic mice is primarily attributable to the attenuation of bacterial burden and systemic inflammation.

**Fig. 3:**
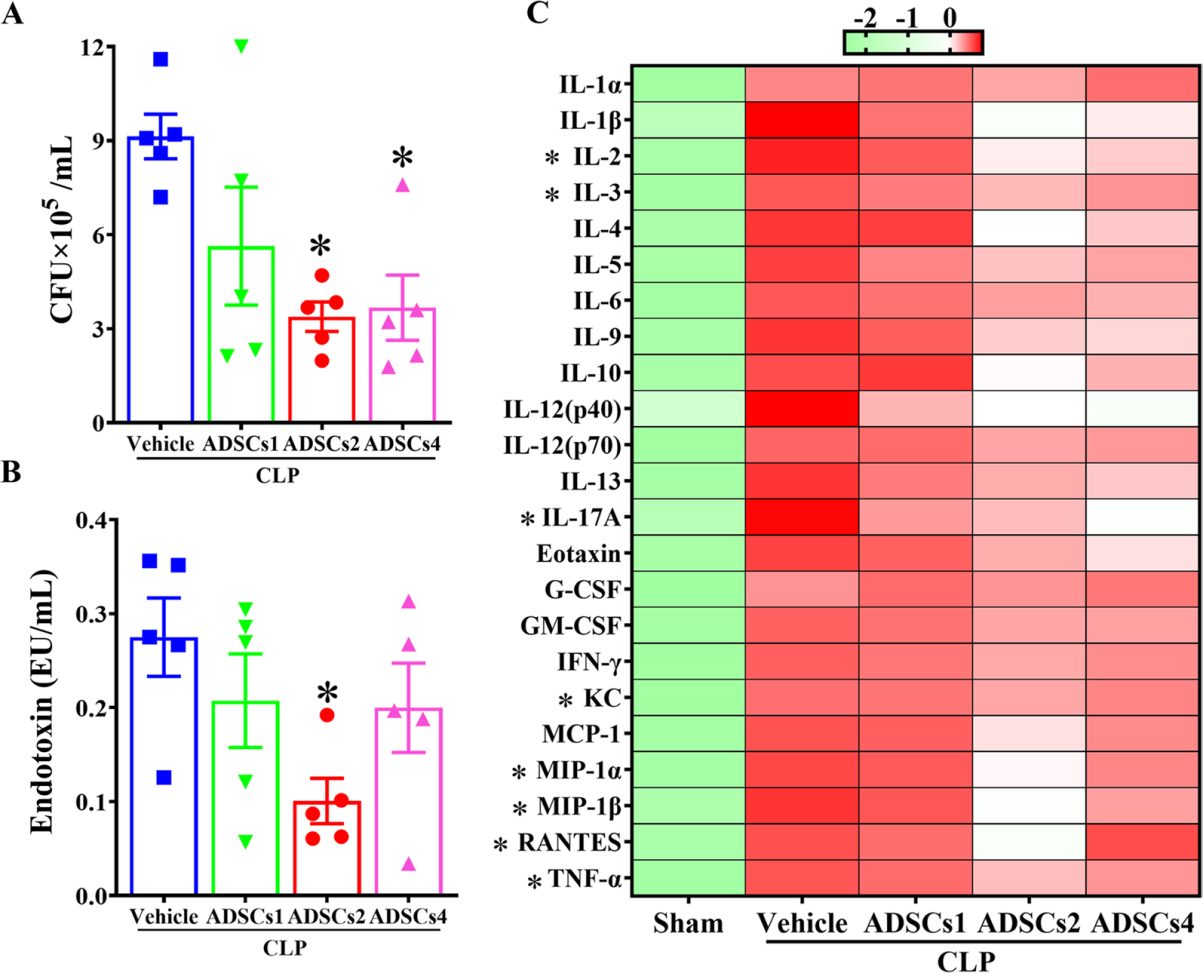
Effect of ADSCs treatment on CLP-induced bacterial burden and systemic inflammation. Blood samples were collected from CLP mice that received vehicle or different doses of ADSCs treatment at 6 h post-treatment. Whole blood samples were plated on Columbia blood agar plates with a 100-fold dilution in sterile saline and incubated overnight at 37 °C. Bacterial numbers were analyzed by colony forming units (CFU) (**A**). The plasma levels of endotoxin were measured by ELISA (**B**). Changes in systemic inflammation in CLP mice after ADSCs treatment were assessed by examining the plasma levels of 23 cytokines using a multiple cytokine assay. Plasma samples from sham-operated mice were used as reference controls. The expression patterns of cytokines were visualized by heatmap (**C**). *n* = 5 in each group. *, *p* < 0.05, significantly different from the CLP + Vehicle group

### ADSCs treatment enhances phagocytic signaling and reduces cytokine production in PBMCs

PBMCs play a pivotal role in the immune response against infection [26]; thus, we investigated whether the dose-specific antibacterial and immunomodulatory effects of ADSCs in CLP mice were related to the differential regulation of PBMCs function. Bulk RNA sequencing was performed to profile transcriptomic changes in PBMCs in different groups. 

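In cecal ligation and puncture (CLP) the cecum is tied off and pierced, so that gut bacteria leak into the abdomen and sepsis follows. Peripheral blood mononuclear cells (PBMCs) are the lymphocytes and monocytes of the blood, and adipose-derived mesenchymal stem cells (ADSCs) are stromal cells grown from fat. PBMCs were collected 12 h after CLP, 6 h after an intravenous infusion of vehicle or of ADSCs at 10000000 (ADSCs1), 20000000 (ADSCs2) or 40000000 (ADSCs4) cells/kg. The deposited table holds 18 PBMC libraries: 4 from vehicle-treated, 5 from ADSCs1-treated, 4 from ADSCs2-treated and 5 from ADSCs4-treated mice. The paper's methods give n = 5 per group for RNA sequencing, and the sources used here do not identify the samples behind the difference. According to those methods, PBMCs were isolated over Histopaque, RNA was extracted with TRIzol, and paired-end cDNA libraries were read on a NovaSeq instrument. The authors trimmed the reads with Cutadapt, mapped them with HISAT2, and tested each dose against vehicle with edgeR at a false discovery rate under 0.05 and an absolute log2 fold change (log2FC) above 1. The genome build, the annotation and the program that counted reads are not given in the sources used here. The authors deposited FPKM, fragments mapped to a gene, scaled by the length of its transcript and by the library's mapped fragments, for 55267 gene symbols, with 63.1% of the PBMC values at a placeholder of 0.0001. Relative depth was read from the raw counts in the first 1999 rows of Table S1, the part of that table at hand, as the ratio of counts to FPKM over 284 genes, on a scale where the mean library is near 1. Its median was 1.14 with vehicle (0.941 to 1.18), 1.03 with ADSCs1 (0.971 to 1.06), 0.972 with ADSCs2 (0.762 to 1.02) and 0.880 with ADSCs4 (0.835 to 1.21). Depth did not differ detectably from vehicle at any dose (2-sided exact permutation tests, p = 0.167, 0.114 and 0.310). The 12696 genes with a mean FPKM of at least 0.5 over the 18 libraries were tested as log2(FPKM + 0.5) with limma's moderated test in 1 fit of the 4 groups, a scale that understates the change of low genes. A DEG needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2FC above 1. Gene lists were scored per library as the mean log2(FPKM + 0.5) of their tested members, and the scores were compared by 2-sided exact permutation tests with adjustment over the 87 tests of 29 lists. The smallest p of such a test is 0.00794 for 5 libraries against 4 and 0.0286 for 4 against 4.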

Differentially expressed genes (DEGs) (|log2FC|> 1, FDR < 0.05) between different doses of ADSCs-treated and vehicle-treated groups were analyzed, and their numbers are listed in Additional file 9: Fig. S4A and B. Since intravenously infused MSCs exert their antibacterial properties in septic mice mainly by enhancing the phagocytic activity of blood monocytes [27], we first examined changes in phagocytic signaling in PBMCs after ADSCs treatment. 

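For ADSCs1 and ADSCs2 against vehicle, limma gave 0 up- and 0 down-regulated DEGs in PBMCs, and the smallest adjusted p was 0.509 and 0.922. Without adjustment, 1210 genes had a p under 0.05 after ADSCs1 and 677 after ADSCs2. With each library left out these numbers ran from 648 to 1981 and from 369 to 881. The counts of DEGs stayed at 0 for both doses with every alternative of pseudocount, filter, scaling, weighting and group choice, and with each library left out. A looser threshold chosen after seeing the data, an unadjusted p under 0.05 with an absolute log2FC above 1, moved them most: it gave 21 up- and 95 down-regulated genes after ADSCs1 and 29 and 20 after ADSCs2. At this threshold the ADSCs1 counts were 43 up and 39 down without vehicle replicate 4, and 36 and 212 without ADSCs1 replicate 2. The ADSCs2 counts were 66 and 23 without ADSCs2 replicate 2. The direction of the genes at an unadjusted p under 0.05 depended on scaling. After ADSCs1, 925 were higher and 285 lower as deposited (76.4% higher), but 292 were higher and 516 lower (36.1% higher) once the libraries were rescaled by the median of their ratios to the geometric mean library. After ADSCs2, the split was 498 to 179 (73.6% higher) as deposited and 414 to 323 (56.2%) after rescaling. As deposited, the median log2FC of all tested genes was 0.12 after ADSCs1 and 0.17 after ADSCs4, which rescaling removed, and 0.045 after ADSCs2.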

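The paper's text does not list the members of its Fc gamma receptor (FcγR) and antigen presentation pathways, so both gene lists were drawn up by hand. The score of 49 tested FcγR-mediated phagocytosis genes was above vehicle by 0.084 after ADSCs1, 0.029 after ADSCs2 and 0.036 after ADSCs4 (exact permutation p = 0.0952, 0.743 and 0.349). Rescaling the libraries moved these scores most and turned each difference negative, to −0.055, −0.038 and −0.15. Its members were split, with 33, 29 and 32 of 49 higher than vehicle at the 3 doses. Fcgr4 had the largest increase, with a log2FC of 0.71, 0.74 and 0.91 (adjusted p = 0.509, 0.922 and 0.0778 by limma), while Bin1 reached a log2FC of −1.43 after ADSCs4 (adjusted p = 0.0718). Adjusted over the list alone, 0, 0 and 4 of the 49 genes had an adjusted p under 0.05, against 0 over all genes tested. The score of 42 antigen processing and presentation genes was higher by 0.19, 0.23 and 0.28 (exact permutation p = 0.437, 0.171 and 0.0397), and by 0.075 without ADSCs1 replicate 4 and 0.12 and 0.18 without vehicle replicate 1. After adjustment over the 87 tests the last value became 0.382, with 4 of 5 ADSCs4 libraries above every vehicle library. In this list 34, 36 and 35 of 42 genes were higher, led by Ctss after ADSCs1 (log2FC 0.62) and by Calr after ADSCs2 (0.87) and ADSCs4 (1.02), and 0 genes passed when adjusted over the list alone.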

Phagocytic signaling pathways, including Fc*γ*R-mediated phagocytosis (Additional file 10: Fig. S5A) and antigen processing and presentation (Additional file 10: Fig. S5B), were significantly activated in CLP mice treated with different doses of ADSCs compared to vehicle treatment. Furthermore, by intersecting genes involved in the phagocytosis process (GO: 0006909) with 1215 ADSCs-responsive genes in PBMCs (the collection of DEGs in three ADSCs-treated groups, see details in Additional file 4: Table S3), we identified 41 phagocytosis-related genes that were significantly altered in PBMCs following ADSCs treatment. 

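Of the 435 names in the phagocytosis list of Table S5, 376 matched a gene symbol of the deposited table and 272 of these were tested. limma called 0 of them at any dose, with a smallest adjusted p of 0.509 (Aif1) after ADSCs1, 0.922 (Abl1) after ADSCs2 and 0.0842 (Bcr) after ADSCs4. The count stayed at 0 with pseudocounts of 0.1 and 1, with no filter, without gene segments of immunoglobulins and T cell receptors, and when adjusted over the list alone. It was 5 (1 up and 4 down) with sample weights and 1 (down) with rescaling, both run after the result was seen. By unadjusted p under 0.05, 16 (11 up and 5 down), 26 (25 and 1) and 43 (31 and 12) members differed at the 3 doses. Requiring also an absolute log2FC above 1, a threshold chosen after seeing the data, left 18 genes over the 3 doses.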

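Those 18 phagocytosis genes comprised 11 higher and 7 lower than vehicle at some dose, with 0 up and 1 down after ADSCs1, 3 and 0 after ADSCs2, and 9 and 6 after ADSCs4. Without the gene segments, 14 genes remained, 9 up and 5 down. Among all 272 tested members, 173, 173 and 176 were higher than vehicle after ADSCs1, ADSCs2 and ADSCs4. After ADSCs4 the log2FC ranged from −1.40 (Itgb3, adjusted p = 0.135 by limma) to 2.63 (Apoa2, adjusted p = 0.159), the latter a transcript abundant in liver. The score of the list was 3.17 ± 0.084 (SD, n = 4) with vehicle, and it was higher by 0.072, 0.12 and 0.12 at the 3 doses (exact permutation p = 0.952, 0.4 and 0.246). Rescaling the libraries changed the sign after ADSCs1 and after ADSCs4, to −0.054 and −0.051. Without ADSCs1 replicate 5 the ADSCs1 difference was −0.14, and with each library left out the ADSCs4 difference ran from 0.065 to 0.16. The 181 members other than gene segments scored 0.11, 0.100 and 0.19 above vehicle (exact permutation p = 0.294, 0.257 and 0.0159). These p values were not adjusted, and the scores were taken as deposited, without rescaling. As deposited, the median log2FC of all tested genes was 0.12, 0.045 and 0.17 at the 3 doses. The difference after ADSCs4 is thus close to the shift of all genes, and it does not show a change particular to phagocytosis.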

Heatmap analysis showed that more than 70% (29/41) of these genes were significantly up-regulated after ADSCs treatment (Fig. 4A). Among them, the expression of phagocytic receptors (*Marco* and *Lrp1*) and transcription factors (*Nr1h3* and *Pparg*) involved in PBMCs-mediated bacterial clearance were significantly increased with raising doses of ADSCs infused in CLP mice. 

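The dose trend of each gene was tested with limma over the 18 PBMC libraries, with the dose (0, 1, 2 or 4 in units of 10000000 cells/kg) as a numeric term. The slope in log2 units per 10000000 cells/kg was 0.53 for Marco (SE 0.16, adjusted p = 0.160), 0.26 for Lrp1 (SE 0.092, adjusted p = 0.212), 0.42 for Nr1h3 (SE 0.15, adjusted p = 0.236) and 0.29 for Pparg (SE 0.070, adjusted p = 0.137). Adjusted over the list alone, these values were 0.00619, 0.0135, 0.0138 and 0.00220, but the paper chose the 4 genes on these libraries, so this is not independent evidence. Of 12696 genes, 0 had a trend at an adjusted p under 0.05, against 1819 at an unadjusted p under 0.05. With each library left out in turn the slopes kept their sign, and without ADSCs1 replicate 5 the trend of Pparg had an adjusted p of 0.0246 with a slope of 0.30. Marco rose from 1.10 ± 0.873 FPKM (SD, n = 4) with vehicle to 7.57 ± 6.12 (n = 5) after ADSCs4, a log2FC of 2.11 (SE 0.71, adjusted p = 0.176), with 4 of 5 libraries above every vehicle library. Lrp1 rose from 27.0 ± 6.76 to 67.0 ± 35.5 FPKM (log2FC 1.17, SE 0.40, adjusted p = 0.187), and Nr1h3 from 5.37 ± 1.69 to 23.1 ± 14.9 (log2FC 1.83, SE 0.65, adjusted p = 0.198). For Pparg the change was from 1.02 ± 0.553 to 2.82 ± 0.830 FPKM (log2FC 1.17, SE 0.31, adjusted p = 0.0937). All 5 ADSCs4 libraries lay above every vehicle library for Lrp1, Nr1h3 and Pparg. Across the 18 libraries, the mean of the 8 other genes of a Kupffer cell list correlated with Lrp1 (Pearson r = 0.884, Spearman rho = 0.913), Nr1h3 (r = 0.878, rho = 0.917) and Marco (r = 0.744, rho = 0.695). The permutation p of these Pearson correlations was 1e-05, 1e-05 and 0.00047 (2.5e-05, 2.5e-05 and 0.000783 adjusted over 5 relations), and r was 0.832, 0.848 and 0.728 without the 2 farthest libraries.

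**Figure D1:**
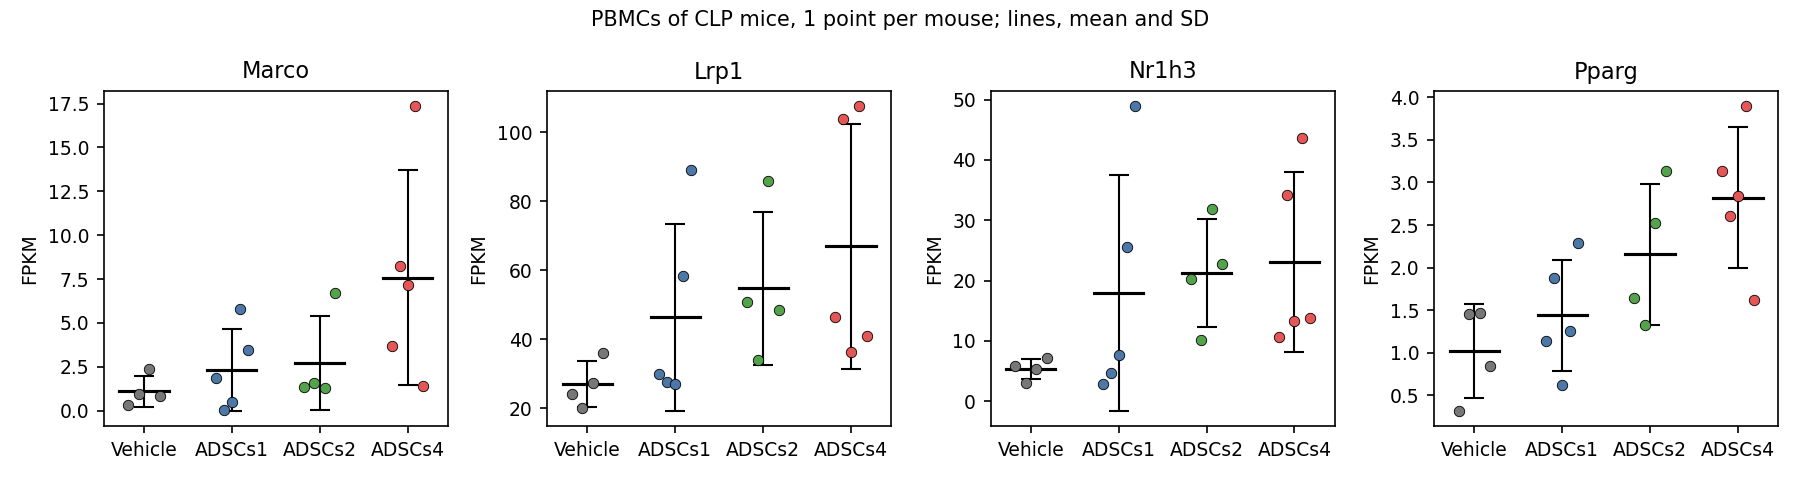
FPKM (vertical axis) of Marco, Lrp1, Nr1h3 and Pparg in PBMCs of vehicle-, ADSCs1-, ADSCs2- and ADSCs4-treated CLP mice, with 1 point per mouse, a horizontal line at the group mean and an error bar of 1 SD. The ADSCs4 points of Marco run from 1.37 to 17.4 FPKM, against 0.324 to 2.35 with vehicle.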

The expression trends of *Marco*, *Lrp1,* and *Nr1h3* were further validated by RT-qPCR analysis (Fig. 4B). Therefore, our data further demonstrated that the antibacterial effect of intravenously infused ADSCs in septic mice is mainly through enhancing the phagocytic capacity of PBMCs, possibly in a dose-dependent manner.

**Fig. 4:**
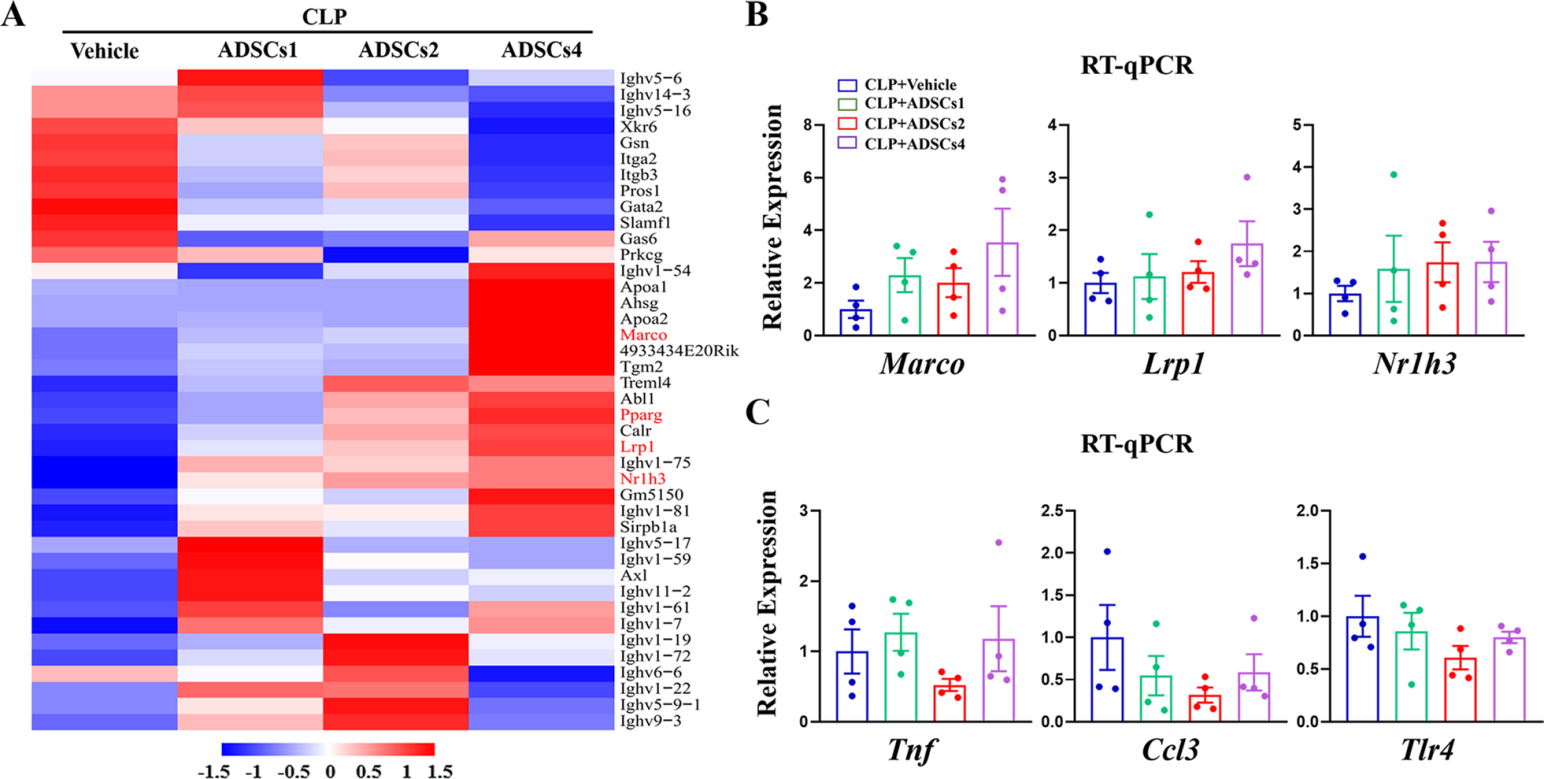
Effect of ADSCs treatment on phagocytic signaling and cytokine production in PBMCs. A total of 41 phagocytosis-related genes were significantly altered (|log2FC|> 1, FDR < 0.05) in PBMCs of CLP mice following ADSCs treatment, and visualized by heatmap with representative genes marked in red (**A**). RT-qPCR analysis was performed to validate the expression patterns of representative genes involved in phagocytosis (**B**) and inflammatory cytokine production (**C**) in PBMCs. *n* = 4 in each group

Next, to gain insight into the molecular mechanisms underlying the dose-specific changes in plasma levels of multiple cytokines in CLP mice after ADSCs treatment, we analyzed the expression patterns of cytokine genes in PBMCs. 

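Of the genes encoding the 23 plasma cytokines, 14 passed the expression filter in PBMCs. After ADSCs2, 11 of the 14 were lower than vehicle, and their score differed by −0.36 (exact permutation p = 0.914). It was −0.88 without ADSCs2 replicate 4 and 0.030 without vehicle replicate 2. Ccl3 was 201 ± 159 FPKM (SD, n = 4) with vehicle and 103 ± 108 (n = 4) after ADSCs2, a log2FC of −0.93 (SE 1.08, adjusted p = 0.972 by limma). For Ccl4, expression was 115 ± 107 and 69.5 ± 97.4 FPKM (log2FC −0.92, SE 1.30, adjusted p = 0.982). Tnf measured 98.3 ± 80.3 and 56.6 ± 47.5 FPKM (log2FC −0.68, SE 0.76, adjusted p = 0.970). The SD between vehicle-treated mice was thus of the size of the differences. After ADSCs1 the log2FC of Ccl3, Ccl4 and Tnf was −1.03, −0.86 and −0.78, and after ADSCs4 it was 0.41, 0.23 and 0.19, all at an adjusted p of at least 0.739. With each library left out these ran from −1.67 to −0.084, −1.60 to −0.0087 and −1.26 to −0.30 after ADSCs1, and from −0.23 to 0.85, −0.52 to 0.82 and −0.29 to 0.67 after ADSCs4, where the sign changed. The panel differed from vehicle by −0.22 after ADSCs1 (exact permutation p = 0.849) and by 0.43 after ADSCs4 (exact permutation p = 0.611). Ccl3, Ccl4, Tnf, Cxcl1 and Ccl5, the tested genes of the cytokines that the paper reports as lower in plasma, scored −0.41, −0.49 and 0.35 (exact permutation p = 0.714, 0.743 and 0.675).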

Heatmap analysis revealed a similar trend of reduction in the expression of the above-mentioned pro-inflammatory cytokines, including *Ccl3* (MIP-1*α*), *Ccl4* (MIP-1*β*), and *TNF* (TNF-*α*), in the ADSCs2-treated group (Additional file 10: Fig. S5C). Given the protective effect of ADSCs in reducing bacterial load and endotoxin levels in the blood of septic mice, the reduction in cytokine production in PBMCs may be due to attenuated endotoxin-mediated toll-like receptor signaling [28]. As expected, pathway analysis confirmed that toll-like receptor-mediated inflammatory cytokine production was significantly inhibited in the PBMCs of CLP mice after ADSCs2 treatment (Additional file 10: Fig. S5D). 

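A list of 53 tested genes of toll-like receptor signaling, drawn up by hand, differed from vehicle by 0.074 after ADSCs1, −0.015 after ADSCs2 and 0.19 after ADSCs4 (exact permutation p = 0.746, 1 and 0.325). After ADSCs2, 28 genes were higher and 25 lower, so that the mean and the median log2FC, −0.015 and 0.0064, differed in sign, and 0 genes passed at an adjusted p under 0.05 by limma, also when adjusted over the list alone. Before adjustment, 2 of them were higher and 1 lower at a p under 0.05. The score taken as a median over members was 0.094, and leaving out each library in turn gave −0.13 to 0.075. Tlr4 was 3.43 ± 2.09 FPKM (SD, n = 4) with vehicle and 2.23 ± 2.73 (n = 4) after ADSCs2, a log2FC of −0.70 (SE 0.86, adjusted p = 0.976), with ADSCs2 replicate 1 at 6.32 FPKM and the other 3 libraries at 0.755 to 1.06. After ADSCs1 and ADSCs4 its log2FC was −0.34 and −0.42 (adjusted p = 0.917 and 0.797). With each library left out, the ADSCs1 value ran from −0.88 to −0.040. ADSCs4 replicate 4 stood at 22.1 FPKM and the other 4 at 0.597 to 1.95, so that the mean of that group was above vehicle while the log2FC was negative, and without replicate 4 the log2FC was −1.21.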

The expression patterns of several key representative genes, such as *Tnf, Ccl3*, and *Tlr4*, were then validated by RT-qPCR analysis (Fig. 4C).

Taken together, our findings demonstrate that intravenously infused ADSCs are dose-specific in modulating signaling pathways related to phagocytosis and cytokine production in PBMCs of septic mice, resulting in the aforementioned dose-specific antimicrobial and immunomodulatory effects.

### High-dose ADSCs treatment exacerbates coagulation dysfunction in septic mice

As described above, infusion of high-dose ADSCs in CLP mice resulted in unexpected acute death within 24 h after CLP surgery. To explore the potential causes, we first examined the transcriptomic changes in PBMCs after high-dose ADSCs treatment. Compared with the vehicle-treated group (CLP + Vehicle), a total of 971 (523 up- and 448 down-regulated) DEGs were detected in the high-dose ADSCs-treated group (CLP + ADSCs4) (Additional file 9: Fig. S4A and B). 

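For ADSCs4 against vehicle, limma gave 0 up- and 0 down-regulated DEGs among the 12696 genes, with a smallest adjusted p of 0.0631. The unadjusted p was under 0.05 for 2116 genes, 1540 higher and 576 lower (72.8% higher), and 175 up- and 272 down-regulated genes also had an absolute log2FC above 1. After rescaling of the libraries the split at an unadjusted p under 0.05 was 596 higher and 897 lower (39.9% higher). The count of DEGs depended on the processing. It was 6 up and 89 down after rescaling, 4 and 44 after quantile normalization, and 14 and 141 with only these 2 groups in the fit. Sample weights gave 43 up and 219 down. Leaving out ADSCs4 replicate 1 gave 24 up and 99 down, leaving out ADSCs4 replicate 5 gave 1 gene (Cxcl13, up), and leaving out any other library gave 0. Table S3 lists 243 of the 262 DEGs found with sample weights and 86 of the 95 found after rescaling.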

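For the terms that Table S2 reports for ADSCs4, scores were computed from the member genes it names, which the paper chose on these same libraries, so they are not independent evidence. Of the 14 genes of blood coagulation among its down-regulated DEGs, 13 were tested, and their score fell by 1.60 after ADSCs4, the smallest p the design allows (exact permutation p = 0.00794, 0.173 adjusted over 87 tests), with 5 of 5 libraries below every vehicle library. The same genes differed by −1.03 after ADSCs1 (exact permutation p = 0.0873) and −0.47 after ADSCs2 (exact permutation p = 0.143). Their log2FC after ADSCs4 ran from −2.13 (Gp9, SE 0.56, adjusted p = 0.0937 by limma) to −0.94 (Pros1, SE 0.30, adjusted p = 0.157). The 9 genes of hemostasis differed by −1.12, −0.45 and −1.64 (exact permutation p = 0.0952, 0.286 and 0.00794). Of 15 genes of blood coagulation among the up-regulated DEGs, 7 passed the expression filter, and their score was higher by 0.088, 0.22 and 1.65 (exact permutation p = 0.659, 0.2 and 0.0556). For the 6 tested of 12 hemostasis genes the differences were 0.051, 0.14 and 1.80 (exact permutation p = 0.818, 0.343 and 0.0556). After ADSCs1 and ADSCs2 the median log2FC of both lists was negative, at −0.056 and −0.058 in the coagulation genes and −0.063 and −0.073 in the hemostasis genes, so the sign of these small differences depends on the summary. All 5 ADSCs4 libraries lay above every vehicle library for both up-regulated lists, in which Fgg had the largest log2FC (2.74, SE 0.88, adjusted p = 0.157). Fgg stood at 7.52 to 24.2 FPKM in ADSCs4 replicates 3, 4 and 5, and at 0.139 FPKM or less in the other 15 PBMC libraries. Thbd changed by a log2FC of 1.03 (SE 0.22) at an adjusted p of 0.0631.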

GO enrichment analysis revealed that both up- and down-regulated DEGs were mainly enriched in biological processes related to blood coagulation and hemostasis (Fig. 5A), suggesting that intravenous infusion of high-dose ADSCs may affect the coagulation system in septic mice.

**Fig. 5:**
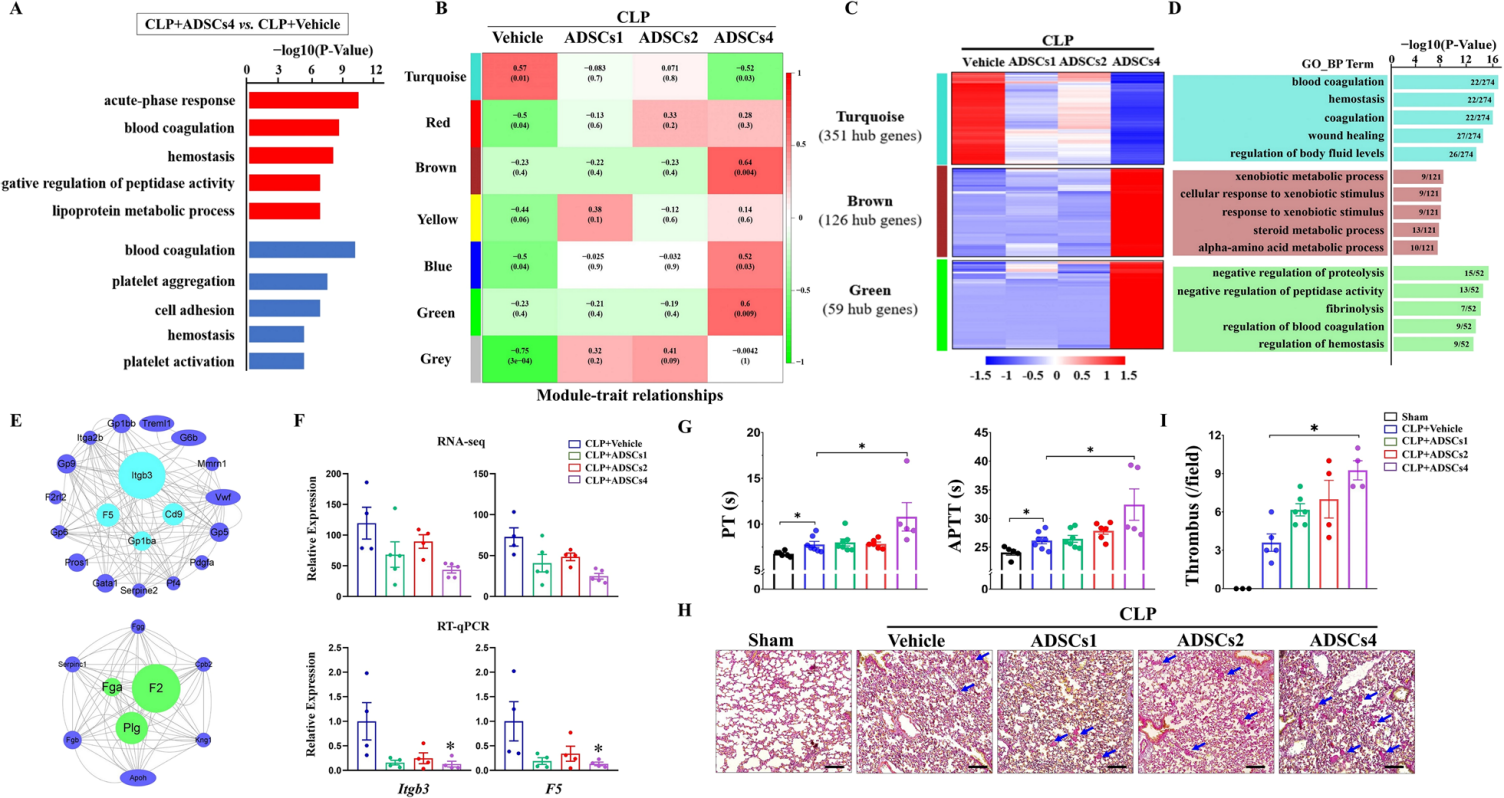
Effects of ADSCs treatment on CLP-induced coagulation dysfunction. GO analysis was performed to define biological processes enriched by DEGs between the CLP + ADSCs4 versus CLP + Vehicle groups (**A**). WGCNA was performed based on the 1215 ADSCs-responsive DEGs in PBMCs. Correlations between module eigengenes and different doses of ADSCs treatment were considered to be significant based on the criteria (correlation coefficients > 0.5 or < -0.5 and *p* value < 0.05) (**B**). The expression patterns of hub genes (|MM|> 0.8 and |GS|> 0.35) in the turquoise, brown and green modules were visualized by heatmap (**C**). GO analysis was performed to identify the annotated terms enriched for hub genes in each module, and the number of enriched genes was labeled on the corresponding GO term (**D**). Protein–protein interaction (PPI) network analysis was carried out to identify key driver (KD) genes responsible for the induction or inhibition of the coagulation pathway in PBMCs in the turquoise and green modules, respectively (**E**). Validation of the expression patterns of *Itgb3* and *F5* in PBMCs by RT-qPCR analysis. *n* = 4 in each group. *, *p* < 0.05, significantly different from the CLP + Vehicle group (**F**). Coagulation assays were performed to examine changes in plasma prothrombin time (PT) and activated partial thromboplastin time (APTT) at 6 h after vehicle or ADSCs treatment in CLP mice. Sham-operated mice served as controls. *n* = 5–7. *, *p* < 0.05 (**G**). Representative images demonstrating differences in fibrin deposition in the pulmonary vasculature in different treatment groups; fibrin deposition: blue arrow. Images were taken by Nikon 80i microscopy and SPOT Software at a resolution of 96 dpi, and processed in Adobe Photoshop at a resolution of 600 dpi. No downstream processing was utilized. Scar bar = 100 μm (**H**). Quantification of the number of thrombi observed per field in different groups. *n* = 3–6. *, *p* < 0.05 (**I**)

To assess the correlation between ADSCs infusion dose and coagulation pathway gene expression in PBMCs, we performed weighted gene coexpression network analysis (WGCNA) using the 1215 ADSCs-responsive genes in PBMCs described above. 

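Module eigengenes were rebuilt as the first principal component of the hub genes of Table S4 over the 18 PBMC libraries, which explained 86.4% of the variance of the turquoise, 77.5% of the brown, 73.4% of the blue and 82.9% of the green hub genes. The paper selected these genes on the same libraries and in part by their relation to treatment, so the correlations are not independent evidence. Each eigengene was correlated with membership of each group, which makes 16 relations. With ADSCs4, Pearson's r was −0.59 for turquoise (permutation p = 0.00970, adjusted 0.0426), 0.72 for brown (p = 0.000690, adjusted 0.00992), 0.59 for blue (p = 0.0107, adjusted 0.0426) and 0.68 for green (p = 0.00124, adjusted 0.00992). Spearman's rho was −0.63, 0.66, 0.56 and 0.68. Without the 2 libraries farthest from the median eigengene, r was −0.62, 0.66, 0.27 and 0.61, so the relation of blue rested on ADSCs4 replicates 2 and 4 (permutation p = 0.327 for the correlation without them). Turquoise also correlated with vehicle (r = 0.55, permutation p = 0.0182, adjusted 0.0583), as did blue (r = −0.49, permutation p = 0.0305, adjusted 0.0813), with a rho of 0.57 and −0.64. For blue the adjusted permutation p of rho was 0.0244 with vehicle and 0.0509 with ADSCs4, so its calls at 0.05 depended on the correlation used. For ADSCs1 and ADSCs2, r lay between −0.25 and 0.19 and 0 of 8 relations had a permutation p under 0.05.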

As shown in Fig. 5B, four modules, designated turquoise, brown, blue, and green, showed strong correlations with ADSCs4 treatment, whereas no coexpression modules were found to be significantly associated with ADSCs1 or ADSCs2 treatments. 

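All 351 turquoise, 126 brown, 135 blue and 59 green hub genes listed in Table S4 were found in the deposited table. The expression filter of a mean of 0.5 FPKM kept 299 turquoise, 45 brown, 97 blue and 29 green genes, so that most brown hub genes were not tested. Among them, limma called 0 genes at an adjusted p under 0.05 at any dose. Adjusted over the list alone, 295 turquoise, 34 brown, 90 blue and 24 green genes passed after ADSCs4 and 0 of each after ADSCs1 and ADSCs2, on lists that the paper chose from these libraries. By the unadjusted p, 295 turquoise genes were lower at a p under 0.05 after ADSCs4, and 35 brown, 92 blue and 26 green genes were higher.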

Based on the cutoff criteria (|MM|> 0.8 and |GS|> 0.35), 351, 126, 135, and 59 highly connected hub genes corresponding to the turquoise, brown, blue, and green modules, respectively, were identified (Additional file 5: Table S4) and visualized by the heatmap shown in Fig. 5C. Interestingly, the expression of hub genes in the turquoise module exhibited a decreasing trend after ADSCs treatment, and these genes were mainly concentrated in processes related to blood coagulation and wound healing. In contrast, hub genes in the brown and green modules were significantly induced only by ADSCs4 treatment and were mainly enriched in metabolic processes (e.g., steroid and alpha-amino acid) and processes related to coagulation (e.g., fibrinolysis and blood coagulation) (Fig. 5D). 

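The mean score of the turquoise hub genes was 3.50 ± 0.51 (SD, n = 4) with vehicle, 2.65 ± 0.84 (n = 5) after ADSCs1, 3.04 ± 0.21 (n = 4) after ADSCs2 and 2.07 ± 0.40 (n = 5) after ADSCs4. The differences from vehicle were −0.85, −0.45 and −1.43 (exact permutation p = 0.127, 0.114 and 0.00794), and after ADSCs4 5 of 5 libraries lay below every vehicle library. Without vehicle replicate 4 the difference after ADSCs2 was −0.21. After adjustment over the 87 tests the smallest of these became 0.173. The decrease did not follow the order of the doses, since the score was lower after ADSCs1 than after ADSCs2, a difference that was not tested. At an unadjusted p under 0.05, limma found 178 of the 299 genes lower after ADSCs1 and 16 after ADSCs2. After ADSCs4 the log2FC ran from −3.16 (Hist1h4n, SE 0.90, adjusted p = 0.112) to −0.50 (Kalrn, SE 0.24, adjusted p = 0.298). Of a hand-made list of 28 platelet genes, 25 are turquoise hub genes.

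**Figure D2:**
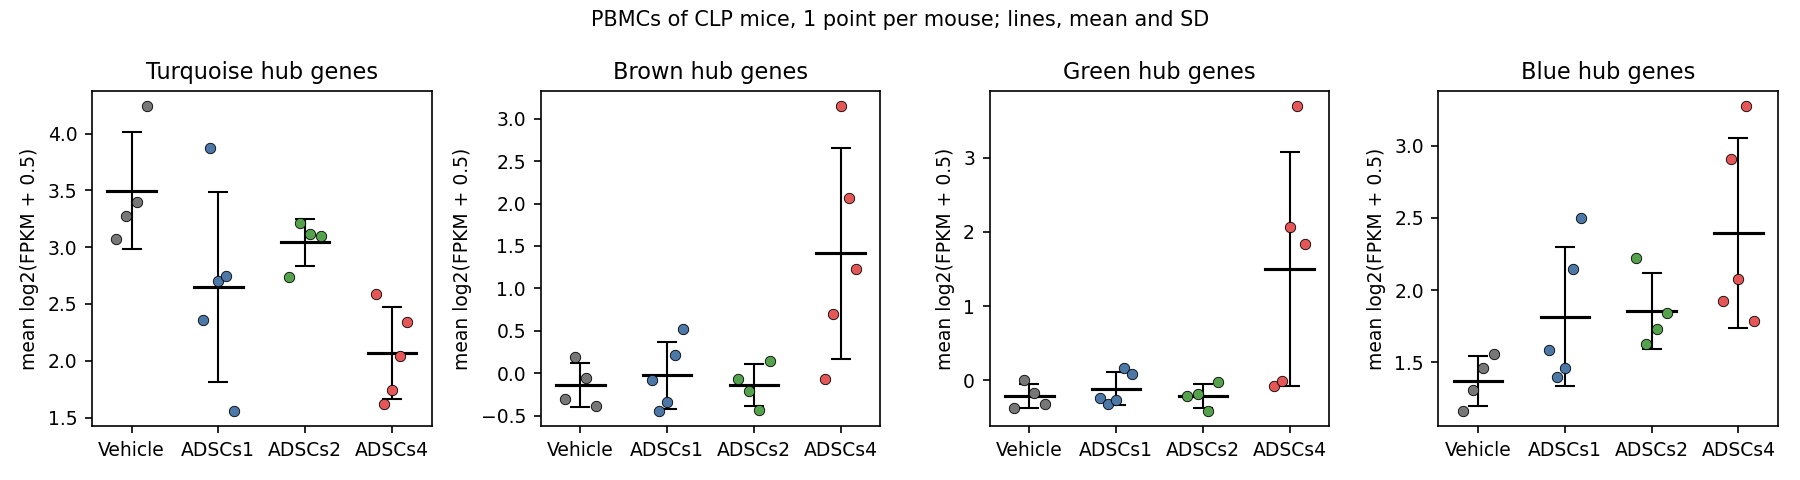
Mean log2(FPKM + 0.5) (vertical axis) of the turquoise, brown, green and blue hub genes in PBMCs of the 4 groups of CLP mice, with 1 point per mouse, a horizontal line at the group mean and an error bar of 1 SD. The mean of the turquoise genes falls from 3.50 with vehicle to 2.07 after ADSCs4, and that of the blue genes rises from 1.37 to 2.39.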

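Brown hub genes scored −0.14 ± 0.26 (SD, n = 4) with vehicle and 1.42 ± 1.24 (n = 5) after ADSCs4, a difference of 1.56 (exact permutation p = 0.0556) with 4 of 5 libraries above every vehicle library. Green hub genes scored −0.21 ± 0.17 and 1.50 ± 1.58, a difference of 1.71 (exact permutation p = 0.0714) with 3 of 5 libraries above. Within the ADSCs4 group the spread was therefore large for both modules. The brown genes differed from vehicle by 0.11 after ADSCs1 and −0.000169 after ADSCs2 (exact permutation p = 0.683 and 1), and the green genes by 0.099 and 0.0049 (exact permutation p = 0.460 and 1). These small differences changed sign with the setting: the green ADSCs2 difference was −0.019 after rescaling, and as a median over members the brown one was 0.051 and the green one −0.10. Whether ADSCs4 differed from the other 2 doses was not tested. Commd1b had the largest log2FC of the brown genes after ADSCs4 (3.82, SE 0.95, adjusted p = 0.0797 by limma), and it stood at 10.3 to 20.9 FPKM in 5 of the 18 libraries, 4 of them after ADSCs4, and at 0.00909 FPKM or less in the others. Hpx led the green genes (2.80, SE 0.90, adjusted p = 0.160), with 8.01 to 35.9 FPKM in ADSCs4 replicates 3, 4 and 5 and at most 0.254 in the other libraries.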

No GO terms were enriched by hub genes in the blue module. 

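Blue hub genes scored 1.37 ± 0.17 (SD, n = 4) with vehicle and were higher by 0.44 after ADSCs1, 0.48 after ADSCs2 and 1.02 after ADSCs4 (exact permutation p = 0.159, 0.0286 and 0.0238; 0.466, 0.311 and 0.296 adjusted over the 87 tests). Of the libraries, 3 of 5, 4 of 4 and 5 of 5 lay above every vehicle library, where chance alone separates 4 libraries from 4 in 2.86% of cases. The log2FC after ADSCs4 ran from 0.23 (4933434E20Rik, adjusted p = 0.474 by limma) to 2.13 (Arg1, SE 1.06, adjusted p = 0.315).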

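Itgb3 was 119.5 ± 51.8 FPKM (SD, n = 4) with vehicle, 68.3 ± 46.5 (n = 5) after ADSCs1, 89.6 ± 22.1 (n = 4) after ADSCs2 and 43.4 ± 11.6 (n = 5) after ADSCs4, a log2FC of −0.98, −0.35 and −1.40 (SE 0.43 for the last, adjusted p = 0.135 by limma). With each library left out, its log2FC ran from −1.32 to −0.60 after ADSCs1 and from −0.52 to −0.11 after ADSCs2. F5 measured 72.8 ± 22.4, 40.7 ± 23.7, 48.5 ± 9.19 and 24.8 ± 7.77 FPKM, a log2FC of −0.99, −0.55 and −1.54 (SE 0.37, adjusted p = 0.0729 for the last). With only the vehicle and ADSCs4 groups in the fit, the adjusted p of F5 was 0.0368, and without ADSCs4 replicate 1 it was 0.0492. For Cd9, expression fell from 585 ± 183 to 247 ± 89.9 FPKM after ADSCs4 (log2FC −1.28, SE 0.31, adjusted p = 0.0740, and 0.0426 without ADSCs4 replicate 1). Gp1ba fell from 30.6 ± 17.5 to 11.2 ± 3.13 FPKM (log2FC −1.30, SE 0.54, adjusted p = 0.259). For each of these 4 genes, all 5 ADSCs4 libraries lay below every vehicle library, where chance alone places all libraries on 1 side in 1.59% of genes. F2 stood at the placeholder in every PBMC library except ADSCs4 replicates 3, 4 and 5, with 0.377, 1.06 and 0.204 FPKM. Plg stood at 0.382, 2.18 and 0.289 FPKM in the same 3 libraries and at 0.0143 or less in the others, and neither gene passed the expression filter. Fga had a log2FC of 2.37 after ADSCs4 (SE 0.76, adjusted p = 0.155, and 0.0426 without ADSCs4 replicate 1), with 5.26, 17.4 and 5.99 FPKM in replicates 3, 4 and 5, 0.0966 in replicate 2 and the placeholder in replicate 1.

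**Figure D3:**
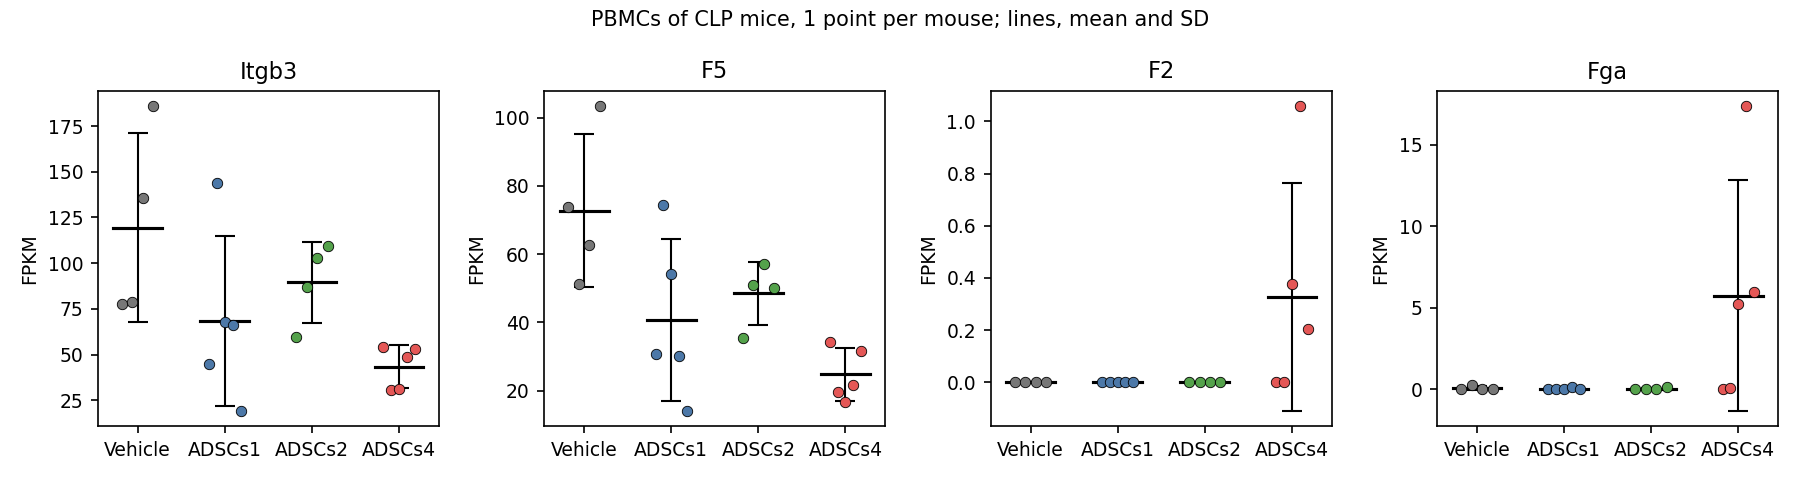
FPKM (vertical axis) of Itgb3, F5, F2 and Fga in PBMCs of the 4 groups of CLP mice, with 1 point per mouse, a horizontal line at the group mean and an error bar of 1 SD. The ADSCs4 points of Itgb3 (30.7 to 53.9) and F5 (16.7 to 34.4) lie below all vehicle points, while F2 and Fga rise in 3 of the 5 ADSCs4 libraries.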

Protein–protein interaction (PPI) network analysis identified *Itgb3*, *F5*, *Cd9*, and *Gp1ba* in the turquoise module and *F2*, *Plg* and *Fga* in the green module as key driver (KD) genes responsible for the induction or inhibition of the coagulation pathway in PBMCs following ADSCs4 treatment (Fig. 5E). The expression patterns of *Itgb3* and *F5* were then validated by RT-qPCR (Fig. 5F). Together, these data suggest that infusion of ADSCs in septic mice results in disturbance of coagulation signaling in PBMCs only at high doses.

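Genes of the same cell types without a role in coagulation were measured in the same libraries. For 18 platelet genes outside the coagulation terms, the median log2FC was −1.16 after ADSCs1, −0.51 after ADSCs2 and −1.86 after ADSCs4, against −1.12, −0.43 and −1.70 for the 13 down-regulated coagulation genes. For 9 hepatocyte genes without a role in coagulation, the score differed from vehicle by 0.033, −0.15 and 1.90 (exact permutation p = 0.849, 0.657 and 0.103), with 3 of 5 ADSCs4 libraries above every vehicle library. Alb was 47.8, 44.7 and 7.50 FPKM in ADSCs4 replicates 3, 4 and 5, and 0.0830 in replicate 2. The differences between the doses themselves were not tested. The paper proposes that ADSCs disturb coagulation signaling in PBMCs at high doses only. It draws this from the coagulation terms among the DEGs of the high dose and from the modules that correlate with ADSCs4 treatment. The key driver genes of these modules and quantitative PCR of Itgb3 and F5 are also part of its basis.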

To further investigate whether acute death in the CLP + ADSCs4 group was associated with aggravated coagulation dysfunction, we examined alterations in coagulation status. Coagulation assays showed that CLP mice had significantly prolonged prothrombin time (PT) and activated partial thromboplastin time (APTT) at 12 h after surgery compared to sham-operated mice. However, intravenous infusion of ADSCs in CLP mice at high doses resulted in further prolongation of PT and APTT (Fig. 5G). Consistently, MSB staining revealed that ADSCs4 treatment augmented fibrin deposition in the pulmonary vasculature of CLP mice compared with vehicle-treated groups (Fig. 5H, I).

Altogether, these data strongly imply that intravenous infusion of high-dose ADSCs exacerbates coagulation dysfunction and pulmonary thrombosis in septic mice, which may be responsible for the increased acute mortality in the high-dose ADSC-treated group.

### Dose-specific modulation of immune, metabolic and hypoxic responses in the livers of septic mice following ADSCs treatment

To further explore the dose-specific regulatory mechanisms by which ADSCs ameliorated acute multiple organ injury, especially in the liver, we performed hepatic transcriptome analysis at 6 h after vehicle or different doses of ADSCs treatment in CLP mice. 

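Liver RNA of CLP mice was sequenced for the same 4 treatments, 12 h after CLP and 6 h after infusion, by the methods described for PBMCs. The deposited table holds FPKM of 18 livers, 4 after vehicle, 5 after ADSCs1, 4 after ADSCs2 and 5 after ADSCs4, rounded to hundredths, with 62.9% of the values at 0. The paper's n = 5 per group covers these libraries too, without naming the livers that are not among them. Relative depth, from 271 genes of the part of Table S1 at hand, had a median of 0.926 with vehicle (0.789 to 1.16), 0.957 with ADSCs1 (0.766 to 1.09), 1.07 with ADSCs2 (1.01 to 1.13) and 1.09 with ADSCs4 (0.850 to 1.16). These depths did not differ detectably from vehicle (exact permutation p = 0.937, 0.257 and 0.310). limma was run on the 12097 genes with a mean of at least 0.5 FPKM over the 18 livers, with the 4 groups in 1 fit, and 33 gene lists gave 99 tests of scores.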

Compared to the vehicle treatment, CLP mice treated with ADSCs1, ADSCs2, and ADSCs4 yielded 253 (184 up- and 69 down-regulated), 841 (501 up- and 340 down-regulated), and 967 (759 up- and 198 down-regulated) DEGs, respectively (Additional file 9: Fig. S4C and D). 

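In the liver, limma gave 0 DEGs after ADSCs1, 0 after ADSCs2 and 1 after ADSCs4, at a smallest adjusted p of 0.510, 0.514 and 0.0495. Without adjustment, 426, 1072 and 2059 genes had a p under 0.05. With each liver left out these numbers ran from 211 to 997, from 430 to 2131 and from 1333 to 3413. The DEG was Lpin2, which rose from 1.46 ± 0.448 FPKM (SD, n = 4) with vehicle to 11.7 ± 4.76 (n = 5), a log2FC of 2.60 (SE 0.41, adjusted p = 0.0495), with 5 of 5 livers above every vehicle liver. With each liver left out its log2FC stayed between 2.40 and 2.72, but it was no longer called after rescaling (adjusted p = 0.0930), with a pseudocount of 1 (0.0513), or without any 1 of the 4 vehicle livers (0.0565 to 0.325) or of ADSCs4 replicates 2, 4 and 5 (0.0820 to 0.136). Without ADSCs4 replicate 1 there were 8 up- and 5 down-regulated DEGs, and without ADSCs4 replicate 3 there were 107 and 146. Without vehicle replicate 4 there were 0 up and 1 down (Snhg5). Sample weights moved the counts most, to 435 up and 348 down after ADSCs4 and 238 and 179 after ADSCs2. Without ADSCs2 replicate 4, 1 gene was up after ADSCs2 (Gm47287, an RNA gene whose exons overlap Rn7s1). With an unadjusted p under 0.05 and an absolute log2FC above 1, a threshold chosen after seeing the data, there were 86 up- and 99 down-regulated genes after ADSCs2 and 161 and 147 after ADSCs4.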

GO analysis revealed that down-regulated DEGs in all three ADSCs treatment groups were mainly enriched in processes related to inflammation and immune response, whereas up-regulated DEGs-enriched GO terms showed significant dose-specific differences. Specifically, up-regulated DEGs in the ADSCs1-treated group were unexpectedly concentrated in immune system processes and inflammatory responses, while genes up-regulated by ADSCs2 treatment were mainly associated with biosynthetic processes related to sterol, cholesterol and isoprenoid. 

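Scores were taken of the members that Table S2 names for the down-regulated terms of each dose, lists that the paper chose on these livers. After ADSCs1, its immune system process genes (5 of 7 tested) differed from vehicle by −1.44 (exact permutation p = 0.0714) and its response to interferon-beta genes (5 of 6) by −1.30 (exact permutation p = 0.0794), each with 4 of 5 livers below every vehicle liver. After ADSCs2, the inflammatory response genes (12 of 17) differed by −1.09 (exact permutation p = 0.0286, the smallest possible), with 4 of 4 livers below, and Klkb1 fell most (log2FC −1.64). After ADSCs4, the immune system process genes (8 of 10) differed by −0.98 (exact permutation p = 0.0238, 4 of 5 livers below) and the innate immune response genes (9 of 10) by −0.99 (exact permutation p = 0.0159, 5 of 5 below). Each of these became at least 0.254 after adjustment over the 99 tests. A hand-made list of 36 interferon response genes differed by −0.68, −0.96 and −1.23 at the 3 doses (exact permutation p = 0.119, 0.143 and 0.135), with 4 of 5, 2 of 4 and 4 of 5 livers below every vehicle liver. Its members were not chosen on these livers, but the paper reports an interferon theme from them. Of the 36 genes, 31, 36 and 36 were lower, with the largest change in Ifit1 after ADSCs1 and ADSCs2 (log2FC −2.05 and −2.59) and in Ifit3 after ADSCs4 (−2.70), and limma called 0 of them. Before adjustment, 2, 4 and 14 of the 36 were lower at a p under 0.05.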

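The genes that Table S2 names for the immune system process among its up-regulated DEGs of ADSCs1 (13 of 15 tested) scored 2.21 ± 0.49 (SD, n = 4) with vehicle and 3.19 ± 0.86 (n = 5) after ADSCs1, a difference of 0.97 (exact permutation p = 0.0952) with 3 of 5 livers above every vehicle liver. After ADSCs2 and ADSCs4 the same genes differed by −0.31 and 0.11 (exact permutation p = 0.457 and 0.849), the latter with a median log2FC of −0.017. C1qc had the largest log2FC after ADSCs1 (1.29) and Cd300ld the smallest (0.58). The inflammatory response genes (7 of 10 tested) differed by 0.92, −0.29 and 0.17 (exact permutation p = 0.0714, 0.343 and 0.643). For the 5 sterol biosynthetic process genes of ADSCs2 the score was higher by 0.52, 1.10 and 0.90 after ADSCs1, ADSCs2 and ADSCs4 (exact permutation p = 0.0556, 0.0286 and 0.0397), with 4 of 5, 4 of 4 and 4 of 5 livers above every vehicle liver. Their log2FC after ADSCs2 ran from 0.93 (Sc5d) to 1.43 (Mvk, SE 0.45, adjusted p = 0.514 by limma). The cholesterol genes (5) were higher by 0.64, 1.17 and 0.88 (exact permutation p = 0.0635, 0.114 and 0.0635) and the isoprenoid genes (4) by 0.64, 1.13 and 0.89 (exact permutation p = 0.0159, 0.114 and 0.0397). A hand-made list of 25 sterol biosynthesis genes scored 0.43, 0.76 and 0.54 above vehicle (exact permutation p = 0.0635, 0.0286 and 0.0714). Its members were not chosen on these livers, but the paper reports its theme from them, so it is not fully independent. Adjusted over the list alone, 0, 14 and 3 of its genes had an adjusted p under 0.05 by limma, against 0 over all genes tested. At an unadjusted p under 0.05, 3, 16 and 10 of the 25 were higher. No score passed adjustment over the 99 tests (smallest adjusted value 0.254), and the doses were not tested against each other.

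**Figure D4:**
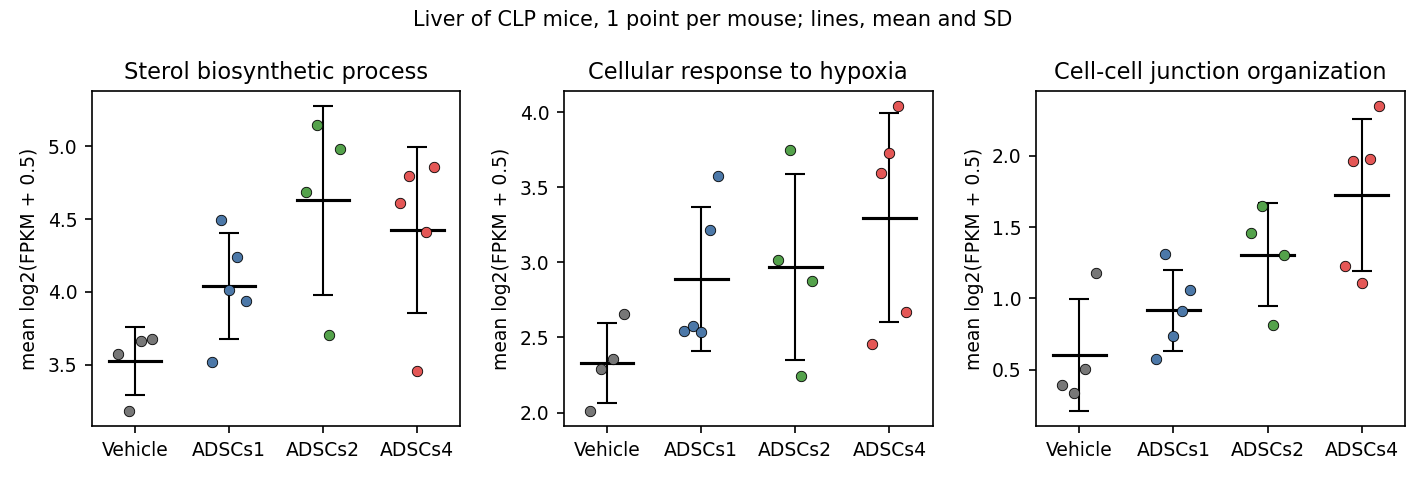
Mean log2(FPKM + 0.5) (vertical axis) of the genes that Table S2 names for sterol biosynthetic process, cellular response to hypoxia and cell-cell junction organization in livers of the 4 groups of CLP mice, with 1 point per mouse, a horizontal line at the group mean and an error bar of 1 SD. The mean of the sterol genes is 3.52 with vehicle and 4.63 after ADSCs2, and the mean of each term is above vehicle at all 3 doses.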

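Table S2 lists 13 genes of the cellular response to hypoxia and 7 of cell-cell junction organization among the up-regulated liver DEGs of ADSCs4, of which 12 and 6 were tested. The hypoxia score was 2.33 ± 0.26 (SD, n = 4) with vehicle and 3.30 ± 0.69 (n = 5) after ADSCs4, a difference of 0.97 (exact permutation p = 0.0556), and it was higher by 0.56 after ADSCs1 and 0.64 after ADSCs2 (exact permutation p = 0.0794 and 0.114). The ADSCs4 livers of replicates 1 to 5 scored 2.46, 3.59, 3.73, 4.04 and 2.67, and the vehicle livers 2.01 to 2.66. The junction score was 0.60 ± 0.39 with vehicle and 1.72 ± 0.53 after ADSCs4, a difference of 1.12 (exact permutation p = 0.0317) with 4 of 5 livers above every vehicle liver, and differences of 0.32 and 0.71 after ADSCs1 and ADSCs2 (exact permutation p = 0.198 and 0.0571). Marveld3 had the largest log2FC after ADSCs4 in the junction list (1.70) and Ocln the smallest (0.81).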

Interestingly, ADSCs4 treatment activated the expression of genes involved in the cellular response to hypoxia and cell–cell junction organization (Fig. 6A).

**Fig. 6:**
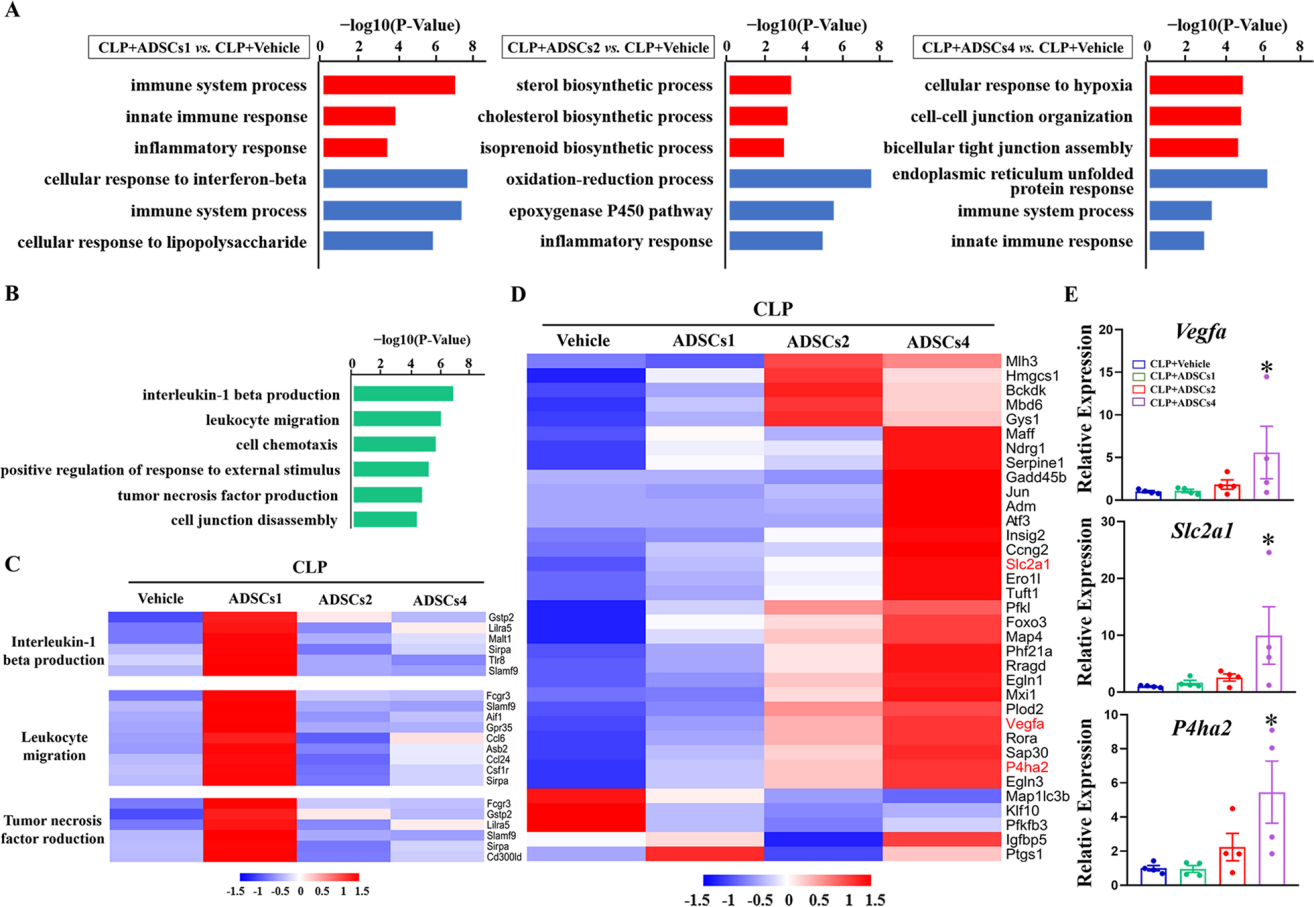
Dose-related effect of ADSCs on liver transcriptome changes in CLP mice. GO analysis was performed to define biological processes enriched by DEGs between different treatment groups (**A**) and the unique genes induced by ADSCs1 treatment (**B**). DEGs involved in interleukin-1 beta production, leukocyte migration and tumor necrosis factor production were visualized by heatmap (**C**). Heatmap visualization of the expression patterns of 35 hypoxia-inducible genes among ADSCs-responsive genes in the liver, with representative genes marked in red (**D**). Changes in the expression levels of *Vegfa*, *Slc2a1* and *P4ha2* in the liver were validated by RT-qPCR (**E**). *n* = 4 in each group. *, *p* < 0.05, significantly different from the CLP + Vehicle group

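For ADSCs1 against vehicle, limma gave 0 up- and 0 down-regulated liver DEGs. The genes at an unadjusted p under 0.05 were 312 higher and 114 lower (73.2% higher) as deposited, and 198 higher and 213 lower (48.2% higher) after rescaling of the libraries. Of them, 22 up- and 15 down-regulated genes had an absolute log2FC above 1. With only the vehicle and ADSCs1 livers in the fit, 1 gene was up (Gm47287), and the count was 0 with the other alternatives set in advance and with each liver left out.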

To further understand the molecular basis of low-dose ADSCs-induced hepatic immune responses in CLP mice, we performed additional analysis on 90 unique DEGs (Additional file 9: Fig. S4D) that were specifically up-regulated in the CLP + ADSCs1 group. As shown in Fig. 6B, these unique ADSCs1-induced genes were mainly enriched in interleukin-1 beta production, leukocyte migration, and tumor necrosis factor production. The expression patterns of genes involved in these GO terms were visualized by heatmaps (Fig. 6C).

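The 14 genes labelled in Fig. 6C were Gstp2, Lilra5, Malt1, Sirpa, Tlr8, Slamf9, Fcgr3, Aif1, Gpr35, Ccl6, Asb2, Ccl24, Csf1r and Cd300ld. For the 10 of them that were tested, the log2FC after ADSCs1 was between 0.58 (Cd300ld) and 1.19 (Ccl6), each with an adjusted p of 0.931 by limma. Fcgr3 rose from 3.27 ± 0.862 FPKM (SD, n = 4) with vehicle to 6.61 ± 1.49 (n = 5), a log2FC of 0.92 (SE 0.31), with 5 of 5 livers above every vehicle liver. Gstp2 was 44.1 ± 21.1 and 97.8 ± 45.1 FPKM (log2FC 1.14, SE 0.39, 3 of 5 livers above), and Ccl24 was 0.432 ± 0.154 and 1.05 ± 0.496 FPKM (log2FC 0.69, SE 0.24, 4 of 5 above). Adjusted over the list alone, these 3 genes had an adjusted p of 0.0481, on a list that the paper chose from these livers. Aif1 averaged 1.27 ± 1.56 FPKM after ADSCs1, with replicate 1 at 4.04. After ADSCs2 and ADSCs4 the log2FC of the 10 genes lay between −0.44 (Csf1r) and 0.73 (Gstp2), all at an adjusted p of at least 0.517. Lilra5, Malt1, Tlr8 and Asb2 were below the expression filter, with means of 0.055, 0.18, 0.138 and 0.0825 FPKM with vehicle and 0.366, 0.38, 0.306 and 0.322 FPKM after ADSCs1.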

In addition, to gain insight into the changes in hypoxia signaling in the liver of CLP mice following high-dose ADSCs treatment, we applied the intersection between the previously validated hypoxia-inducible gene set [22] and 1522 ADSCs-responsive genes in the liver (the collection of DEGs in three ADSCs-treated groups, see details in Additional file 4: Table S3). 

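Of the 258 names in the hypoxia list of Table S5, 250 matched a gene symbol of the liver table and 220 were tested. At no dose did limma call any of them, so that the count was 0 with pseudocounts of 0.1, 0.5 and 1, with no filter and when adjusted over the list alone. The count was 26 (22 up and 4 down) with sample weights, run after the result was seen, and 4 without ADSCs4 replicate 3. The smallest adjusted p was 0.931 after ADSCs1, 0.514 after ADSCs2 and 0.107 (Phf21a) after ADSCs4. At an unadjusted p under 0.05, 2 members were higher and 0 lower after ADSCs1, 15 and 6 after ADSCs2, and 28 and 17 after ADSCs4. With an unadjusted p under 0.05 and an absolute log2FC above 1, chosen after seeing the data, 11 genes were found over the 3 doses, 10 up and 1 down.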

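Those 11 hypoxia genes divided into 0 after ADSCs1, 3 up and 1 down after ADSCs2, and 8 up and 0 down after ADSCs4. The score of the 220 tested members was above vehicle by 0.11 after ADSCs1, 0.11 after ADSCs2 and 0.16 after ADSCs4 (exact permutation p = 0.190, 0.371 and 0.365), with 150, 132 and 136 members higher. The differences were 0.065 without ADSCs1 replicate 5, 0.044 without ADSCs2 replicate 2 and 0.076 without ADSCs4 replicate 3. The log2FC after ADSCs4 ran from −1.08 (Pfkfb3) to 1.67 (Egln3, adjusted p = 0.279 by limma). Vegfa was 13.1 ± 2.79 FPKM (SD, n = 4) with vehicle, 19.2 ± 9.84 (n = 5) after ADSCs1, 31.7 ± 25.2 (n = 4) after ADSCs2 and 41.3 ± 37.1 (n = 5) after ADSCs4, a log2FC of 0.43, 0.92 and 1.16 (SE 0.59, adjusted p = 0.323 for the last). Slc2a1 measured 5.73 ± 2.33, 9.88 ± 6.07, 12.2 ± 8.40 and 21.9 ± 25.0 FPKM, with a log2FC of 0.62, 0.79 and 1.11 (SE 0.73, adjusted p = 0.428 for the last). After ADSCs4, 3 of 5 livers lay above and 2 below every vehicle liver for Slc2a1. Without ADSCs4 replicate 3 the log2FC after ADSCs4 was 0.54 for Slc2a1 and 0.73 for Vegfa. P4ha2 was 0.772 ± 0.273, 1.21 ± 0.883, 1.55 ± 1.20 and 2.02 ± 1.12 FPKM, with a log2FC of 0.33, 0.55 and 0.88 (SE 0.39, adjusted p = 0.264 for the last). For Vegfa and P4ha2, 3 of 5 ADSCs4 livers lay above every vehicle liver.

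**Figure D5:**
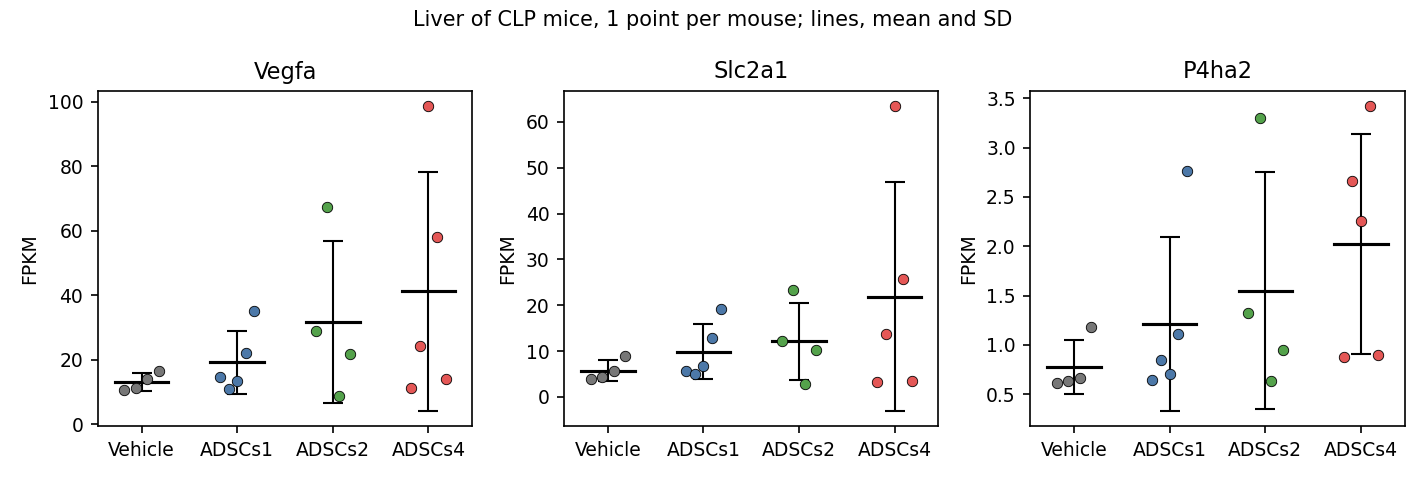
FPKM (vertical axis) of Vegfa, Slc2a1 and P4ha2 in livers of the 4 groups of CLP mice, with 1 point per mouse, a horizontal line at the group mean and an error bar of 1 SD. After ADSCs4 the points spread from 11.2 to 98.6 FPKM for Vegfa and from 3.33 to 63.4 for Slc2a1, against 10.6 to 16.7 and 3.88 to 9.01 with vehicle.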

As shown in Fig. 6D, 35 hypoxia-inducible genes were identified, most of which were highly up-regulated only after high-dose ADSC treatment. qPCR analysis further confirmed the expression patterns of several well-known hypoxia-responsive genes, such as *Vegfa*, *Slc2a1*, and *P4ha2* (Fig. 6E).

Collectively, these data indicate that ADSCs exert anti-inflammatory effects in the liver of septic mice regardless of the infusion dose; however, only moderate doses of ADSCs infusion can significantly restore hepatic metabolism, and lower or higher doses of ADSCs infusion may in turn augment the hepatic immune response and hypoxic liver injury, respectively.

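A second list, of 24 tested core hypoxia genes drawn up by hand, scored 0.27, 0.43 and 0.60 above vehicle in the liver after ADSCs1, ADSCs2 and ADSCs4 (exact permutation p = 0.190, 0.343 and 0.254), with 1 of 5, 2 of 4 and 3 of 5 livers above every vehicle liver. No pair of doses was tested against each other for the immune, sterol or hypoxia genes. From the inflammatory and immune terms among down-regulated DEGs at all doses, and from up-regulated terms that differ by dose, the paper concludes that ADSCs are anti-inflammatory in the liver at any dose. It further concludes that only moderate doses restore hepatic metabolism, and it proposes that lower doses add to the immune response and higher doses to hypoxic injury. For hypoxia it also draws on the hypoxia-inducible genes among its DEGs and on quantitative PCR of Vegfa, Slc2a1 and P4ha2.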

## Discussion

In this study, we evaluated the dose–response effect of ADSCs therapy in a murine model of polymicrobial sepsis induced by CLP surgery. The three different IV doses of ADSCs were designed based on effective doses reported in previous preclinical studies, ranging from 1 × 10^7^ to 4 × 10^7^ cells/kg. We found that the optimal IV dose of ADSCs for sepsis treatment was 2 × 10^7^ cells/kg, whereas higher (4 × 10^7^ cells/kg) and lower (1 × 10^7^ cells/kg) doses were less or not effective. Consistent with previous studies [29–31], the therapeutic effect of ADSCs in sepsis demonstrated in this study is manifested by a significant improvement in survival and a reduction in sepsis-induced bacterial burden, endotoxemia, systemic inflammation, and multi-organ damage.

The mechanism of how intravenously infused MSCs exert their therapeutic effects in sepsis remains elusive. By tracking the distribution and retention of ADSCs in multiple organs of septic mice, we found that the majority of PKH26-labeled ADSCs accumulated in the lungs at 6 h after intravenous infusion, with only a smaller proportion of PKH26-positive signals appearing in the liver and spleen. This implies that the antibacterial, anti-inflammatory, and organ-protective effects of intravenously infused ADSCs demonstrated in this study are more likely related to indirect regulation of immune cell function rather than direct involvement in the repair of damaged tissue. This idea is further supported by the fact that signaling pathways related to phagocytosis and cytokine production were significantly enhanced and attenuated, respectively, in PBMCs of septic mice after ADSCs treatment. Furthermore, consistent with previous findings [32–35], we observed a gradual increase in the amount of PKH26-positive signals in the liver and spleen with a concomitant decrease in the lung after ADSCs infusion over time. However, whether PKH26-positive signals in the liver and spleen are viable ADSCs migrating from the pulmonary capillary bed or immune cells engulfing cellular debris of ADSCs, and their role in local tissue repair, remains to be further investigated.

Contradicting previous findings [30, 36–38], we did not observe any therapeutic effect of low-dose (1 × 10^7^ cells/kg) ADSCs in septic mice. One possible explanation for this conflicting result is that the murine model of sepsis employed in this study was induced by double-puncture CLP with an 18-gauge needle, which resulted in more severe sepsis than previous studies (up to 60% and 90% mortality at 24 h and 7 days, respectively). As a result, the antibacterial, immunomodulatory, and tissue-repair properties of ADSCs may not be sufficient at lower infusion doses to combat severe sepsis-induced bacteremia, systemic inflammation, and acute organ failure. Indeed, our transcriptomic data revealed that the expression of genes involved in bacterial phagocytosis, such as *Marco*, *Lrp1, Nr1h3*, and *Pparg*, in PBMCs of septic mice tended to increase with the infusion dose of ADSCs, suggesting that the ineffectiveness of low-dose ADSCs in sepsis is at least in part due to insufficient regulation of bacterial clearance mediated by PBMCs.

Moreover, by analyzing transcriptomic changes in the liver, we noticed that ADSCs may specifically exert both immunosuppressive and immunostimulatory effects at low infusion doses in septic mice, as indicated by the repression of genes involved in the cellular response to interferon-beta and the simultaneous activation of genes related to IL-1 production, leukocyte migration and TNF production. Therefore, the additional activation of the hepatic immune response by low-dose ADSCs therapy provides another explanation for their ineffectiveness in sepsis therapy. Further studies are needed to determine whether there is dose specificity in regulating the direction of MSCs-mediated immunomodulatory effects (i.e., immunoactivation or immunosuppression) in inflammatory disorders such as sepsis.

Surprisingly, in the present study, we found that ADSCs therapy at a high dose (4 × 10^7^ cells/kg) improved overall survival in septic mice but unexpectedly resulted in increased acute mortality. To explore the potential causes, we examined transcriptomic changes in PBMCs and the liver. Interestingly, we found that administration of high doses of ADSCs in septic mice specifically perturbed the expression of a series of genes involved in blood coagulation in PBMCs, such as *F2, Fgb, F5*, and *Itgb3*, suggesting that high-dose ADSCs infusion may affect the coagulation system in septic mice. Coagulation parameter examination further confirmed that intravenous infusion of ADSCs at high doses exacerbated CLP-induced coagulation dysfunction, as evidenced by further prolongation of PT and APTT in CLP mice. Akin to our results, a recent clinical study showed that intravenous infusion of allogeneic ADSCs elicited a transient procoagulant effect at high doses (4 × 10^6^ cells/kg, equal to 4 × 10^7^ cells/kg in mice) in LPS injection-induced human endotoxemia [39]. Nonetheless, no clinical adverse events, such as thrombosis, were reported in this clinical study, or in other MSCs trials using similar or even higher doses [40–42]. Likewise, we did not observe any acute response or death in sham-operated mice treated with high-dose ADSCs, indicating that the procoagulant activity of ADSCs in sepsis may also depend on the host coagulant status.

Considering that the severe sepsis model used in the present study results in more severe coagulation disorders [43, 44], the additional procoagulant effect of high-dose ADSCs may greatly increase the risk of thrombosis and consequently lead to acute mortality in septic mice. This idea is supported by the finding that fibrin deposition in the pulmonary vasculature was significantly augmented in CLP mice that received high-dose ADSCs treatment. Furthermore, we noticed that a number of genes involved in the hypoxia response were activated in the liver of septic mice after high-dose ADSCs treatment, which may be a manifestation of hepatic hypoxic injury due to enhanced intrahepatic microthrombosis [45]. Curiously, high-dose MSCs infusion-induced acute mortality in septic mice has not been described in previous studies [46, 47]. This contradiction can be explained by the fact that ADSCs exhibited higher surface tissue factor (TF) expression levels than the source of MSCs (i.e., umbilical cord blood and bone marrow) used in other studies [48–50], which makes them more likely to elicit a procoagulant response after systemic intravenous infusion [39, 48]. Therefore, we propose that the acute death caused by high-dose ADSCs treatment in this study is related to the exacerbation of coagulation dysfunction and thrombosis in septic mice. To provide more direct evidence for this hypothesis, future studies will focus on combining high-dose ADSCs with anticoagulation therapy to assess whether it can reduce the incidence of acute death and further improve the efficacy of ADSCs in sepsis.

Interestingly, a recent study conducted a comprehensive analysis of 914 MSCs trials from ClinicalTrials.gov and indicated that there may be minimal effective doses (MEDs) of MSCs for the treatment of human diseases, ranging from 100 to 150 million cells/patient (equaling 1.4 × 10^6^ to 2.1 × 10^6^ cells/kg in a 70 kg human), with lower or higher doses being less effective [7]. Coincidentally, the optimal IV dose for ADSCs identified in the present study is roughly equivalent to 2 × 10^6^ cells/kg in humans scaled by body surface area, which fits well within the suggested MED range. Moreover, a recent dose–response study in a rat model of fecal sepsis also demonstrated that intravenous infusion of human umbilical cord-derived MSCs (hUC-MSCs) at a dose of 1 × 10^7^ cells/kg (roughly equivalent to 2 × 10^6^ cells/kg in humans) exhibited the greatest improvement in reducing bacterial burden, peritoneal leukocyte infiltration and mortality [51]. However, the single infusion dose of MSCs most commonly used in current clinical trials of sepsis treatment is 1 × 10^6^ cells/kg [8–10], which is lower than the optimal therapeutic dose described above. Thus, the low efficacy of MSCs therapy in septic patients reported in previous phase I/II studies is more likely to be attributable to inappropriate infusion doses of MSCs rather than a lack of statistical power limited by the small sample size [8–11].

An obvious limitation of this study is that unlike the clinical standard of care for septic patients [3], we performed only fluid resuscitation (saline, s.c.) but no antibiotics after CLP surgery. Nonetheless, several recent meta-analyses of previous preclinical studies suggest that additional fluid resuscitation or antibiotic treatment did not affect the protective role of MSCs in sepsis [5, 6]. However, considering the beneficial role of antibiotics in alleviating sepsis-induced bacterial burden and cytokine storms [52], the lack of antibiotic therapy in the present study may contribute to an overall decrease in the therapeutic efficacy of ADSCs. Therefore, future studies need to employ more clinically relevant therapeutic interventions, such as fluid resuscitation in combination with antibiotic treatment, to obtain precise optimal dose ranges of ADSCs for the treatment of sepsis.

## Conclusions

In this study, we demonstrate that the therapeutic efficacy of ADSCs in sepsis is highly dependent on their infusion dose. The ideal IV dose of ADSCs is approximately 2 × 10^7^ cells/kg body weight in mice, with lower and higher doses being less effective. The dose-specific therapeutic effect of ADSCs on sepsis revealed in this study will provide an important reference for the optimization of MSCs dosing regimens in future sepsis clinical trials.

## Supplementary Information

**Additional file 1: Fig. S1. **Characterization of the CLP-induced murine model of sepsis. Mice were subjected to sham or CLP surgery, and the core body temperature (**A**) and murine sepsis score (**B**) were monitored at 6 h after CLP surgery. Mice were subsequently killed to obtain blood and tissue samples. Plasma levels of endotoxin (**C**) and inflammatory cytokines (**D**), including IL-1*β*, IL-6, IL-10 and TNF-*α*, were determined by ELISA. Plasma levels of biochemical indicators, including ALT, AST, BUN and LDH, were determined by autoanalyzer (**E**). Histological examination was performed in the lungs (alveolar septal inflammation: blue arrow; alveolar collapse: dotted line), livers (abnormal hyperplasia of bile duct epithelium: blue arrow; hepatocyte disarrangement and hydropic degeneration: dotted line) and kidneys (acute tubular necrosis: red arrow; glomerular damage: black arrow; renal interstitial infiltration: blue arrow) of septic mice using hematoxylin and eosin (H&E) staining. Images were taken by Nikon 80i microscopy and SPOT Software at a resolution of 96 dpi, and processed in Adobe Photoshop at a resolution of 600 dpi. No downstream processing was utilized. Scar bar=200 μm. Organ injury was analyzed by double-blind pathology scoring (**F**). Survival after surgery was assessed every 12 h for 168 hours. n=3–10 (**G**). *, *p*<0.05, significantly different from the sham group.

**Additional file 2: Table S1**. Raw read counts of genes for RNA-Seq in PBMCs and liver.

**Additional file 3: Table S2.** Gene Ontology (GO) enrichment analysis of DEGs between different groups in PBMCs and liver.

**Additional file 4: Table S3.** List of ADSCs-responsive genes in PBMCs and liver.

**Additional file 5: Table S4. **List of hub genes in correlated modules in PBMCs.

**Additional file 6: Table S5**. List of genes involved in the phagocytosis and hypoxia responses.

**Additional file 7: Fig. S2. **Characterization of mouse ADSCs. Representative morphology of mouse ADSCs was observed by Olympus CKX53 microscopy. Images were taken by ImageView software at a resolution of 96 dpi. Scar bar=500 μm (**A**). Cellular surface markers of ADSCs, including positive markers (CD29 and CD44) and negative markers (CD31 and CD45), were analyzed by flow cytometry (**B**). ADSCs were induced to differentiate into adipocytes (left), osteocytes (middle), and chondrocytes (right). Images of adipogenic and osteogenic differentiation were acquired by Olympus CKX53 microscopy and ImageView software at a resolution of 96 dpi. Images of chondrogenic differentiation were acquired by Nikon 80i microscopy and SPOT Software at a resolution of 96 dpi. Scar bar=200 μm (**C**). Immunofluorescence staining of Oct4 (green) in ADSCs. The nucleus was stained with DAPI (blue). Images were acquired using a Nikon A1 laser confocal microscope and NIS-Elements software at a resolution of 96 dpi. Scale bar=100 μm (**D**). All images were processed in Adobe Photoshop at a resolution of 600 dpi. No downstream processing was utilized.

**Additional file 8: Fig. S3. **Dynamic distribution of intravenously infused ADSCs in multiple organs of CLP mice. PKH26-labeled positive signals (red) were detected in the lung (**A**), liver (**B**), spleen (**C**), heart (**D**), and kidney (**E**) by fluorescence imaging at 12, 24, and 72 h after CLP using a Nikon A1 laser confocal microscope. Images were taken by NIS-Elements software at a resolution of 1200 dpi. No downstream processing was utilized. The nucleus was stained with DAPI (blue). CLP mice treated with vehicle solution served as the negative control. *n*=3 in each group. Scale bar=500 µm.

**Additional file 9: Fig. S4.** The number of DEGs between different groups in PBMCs and liver. Bulk RNA sequencing was performed to profile transcriptomic changes in PBMCs and liver in different groups. The number of differentially expressed genes (DEGs) (|log2FC|>1, FDR<0.05) in PBMCs (**A**) and liver (**C**) were listed. Venn diagrams were employed to show the number of unique and overlapping DEGs between different groups in PBMCs (**B**) and liver (**D**).

**Additional file 10: Fig. S5.** Changes in phagocytic and cytokine production signaling pathways in PBMCs after ADSCs treatment in CLP mice. The expression patterns of genes involved in Fc*γ*R-mediated phagocytosis (**A**) and antigen processing and presentation (**B**) were analyzed and visualized using the Pathview web server. The expression of pro-inflammatory cytokines in PBMCs was visualized by heatmap (**C**). The status of the Toll-like receptor signaling pathway was analyzed and visualized using the Pathview web server (**D**). Left: CLP+ADSCs1 vs. CLP+Vehicle; Middle: CLP+ADSCs2 vs. CLP+Vehicle; Right: CLP+ADSCs4 vs. CLP+Vehicle. Permission has been obtained from Kanehisa laboratories for using KEGG pathway images [53].

## Data Availability

All data generated and/or analyzed during this study are available from the corresponding author upon reasonable request. The RNA-seq data reported in this article has been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE214746.

## Abbreviations

ADSCs: Adipose-derived mesenchymal stem cells
ALT: Alanine transaminase
APTT: Activated partial thromboplastin time
AST: Aspartate aminotransferase
BP: Biological process
BUN: Blood urea nitrogen
*Cd9*: Cluster-of-differentiation antigen 9
CLP: Cecal ligation and puncture
DAPI: 4′,6-Diamidino-2-phenylindole
DEGs: Differentially expressed genes
*Egln1*: Egl-9 family hypoxia-inducible factor 1
ELISA: Enzyme-linked immunosorbent assay
EU: Endotoxin unit
*F2*: Coagulation factor II
*F5*: Coagulation factor V
FBS: Fetal bovine serum
FC: Fold change
FDR: False discovery rate
GO: Gene ontology
*Fga*: Fibrinogen alpha chain
*Gp1ba*: Glycoprotein Ib-alpha
H&E: Hematoxylin and eosin
hUC-MSCs: Human umbilical cord-derived MSCs
IL: Interleukin
IV: Intravenous
*Itgb3*: Integrin subunit beta 3
KC: Keratinocyte-derived chemokine
KD: Key driver
LDH: Lactate dehydrogenase
*Lrp1*: LDL receptor-related protein 1
*Macro*: Macrophage receptor with collagenous structure
MED: Minimum effective dose
MIP: Macrophage inflammatory protein
MSB: Martius Scarlet Blue
MSCs: Mesenchymal stem cells
MSS: Murine sepsis score
*Nr1h3*: Nuclear receptor subfamily 1 group H member 3
Oct4: Octamer-binding transcription factor 4
*P4ha2*: Prolyl 4-hydroxylase subunit alpha 2
PBS: Phosphate-buffered saline
*Plg*: Plasminogen
PMBCs: Peripheral blood mononuclear cells
*Pparg*: Peroxisome proliferator-activated receptor gamma
PPI: Protein–protein interaction
PT: Prothrombin time
RANTES: Regulated upon activation, normal T-cell expressed and presumably secreted
RIMS: Refractive index matching solution
RIN: RNA integrity number
RNA-seq: RNA sequencing
RT-qPCR: Real-time quantitative polymerase chain reaction
SEM: Standard error of mean
*Slc2a1*: Solute carrier family 2 member 1
TATc: Thrombin–antithrombin complexes
*TBP*: TATA-box-binding protein
TF: Tissue factor
*Tlr4*: Toll-like receptor 4
TNF: Tumor necrosis factor
*Vegfa*: Vascular endothelial growth factor A
WGCNA: Weighted correlation network analysis
*α*-MEM: *α*-Modified Eagle’s medium

How the deposited data were processed for this re-analysis (not part of the article)

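RNA sequencing of PBMCs and liver of CLP mice was re-analysed from the tables of FPKM that the authors deposited, 18 libraries per tissue and 36 in all, from mice given vehicle (4), ADSCs1 (5), ADSCs2 (4) or ADSCs4 (5). The paper's methods describe trimming with Cutadapt, mapping with HISAT2 and testing with edgeR, and they give the versions of Cutadapt and HISAT2. How the authors turned mapped reads into counts and FPKM, and with which genome build and annotation, is not given in the sources used here. The tables give gene symbols, so no coordinates are printed. Of these symbols, 96.3% are found in GENCODE M21, which served only to look for exons shared between genes and to which the values need not belong.

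Both tables hold the same 55267 genes. In PBMCs 63.1% of the values stand at 0.0001, taken as a placeholder for 0, and in the liver 62.9% are 0 and 99.95% are whole hundredths. Table S1 holds raw counts, and its first 1999 rows were at hand. Of its 0 counts, 99.98% stand at the placeholder in PBMCs and 99.96% at 0 in the liver. A test on counts was therefore not possible for all genes, and the FPKM were analysed on a log scale. Total read counts are not given in the sources used here, so depth is known only relative to the geometric mean of the 18 libraries, from genes with at least 200 counts in every library (284 in PBMCs and 271 in the liver). The deepest library was 59.3% above the shallowest in PBMCs and 51.4% in the liver, and the number of genes at 0.5 FPKM or more was 11746 to 13269 and 11448 to 12596. Hemoglobin transcripts took 4.45% to 30.8% of the FPKM of a PBMC library, and the 10 most abundant genes took 15.5% to 41.5% in PBMCs and 20.4% to 29.2% in the liver.

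Genes with a mean of at least 0.5 FPKM over the 18 libraries of a tissue were tested (12696 in PBMCs and 12097 in the liver). log2(FPKM + 0.5) was fitted with limma 3.58.1 in R 4.3.3, with a trend of the variance with abundance, 4 groups in 1 fit and no covariates, and each dose was compared with vehicle. A fold change on this scale understates the change of genes whose values are near the pseudocount. P values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, and DEGs had an adjusted p under 0.05 and an absolute log2FC above 1. The 3 comparisons of a tissue share the vehicle libraries, so they are not independent of each other. In simulated data of the same size, with noise drawn independently for each gene, 200 genes with a log2 change of 2 were planted. They were taken from genes with a mean log2(FPKM + 0.5) above 1. Of them, 91% to 94% were recovered in PBMCs and 91% to 93.5% in the liver, with 3 to 10 false calls per comparison. The paper's ADSCs-responsive genes that were tested had a median largest absolute log2FC of 0.911 in PBMCs and 0.805 in the liver. The simulation does not show how many changes of that size, or of genes at a lower level, would be found.

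Gene lists were scored per library as the mean log2(FPKM + 0.5) of their tested members and compared by exact 2-sided permutation of the group labels, with adjustment over the 87 tests of 29 lists in PBMCs and the 99 tests of 33 lists in the liver. The lists were the phagocytosis and hypoxia genes of Table S5, the hub genes of Table S4, the member genes of the main terms in Table S2, and 20 lists drawn up by hand. The latter were hepatocyte genes with and without the genes of coagulation, platelet, erythroid, neutrophil, monocyte, T cell, B cell, NK cell, Kupffer cell and fibroblast or ADSC genes, and genes of FcγR-mediated phagocytosis, antigen presentation, the plasma cytokine panel, the cytokines lower in plasma, toll-like receptor signaling, the interferon response, sterol biosynthesis, core hypoxia and early stress. The genes of Tables S2, S3 and S4 were chosen by the paper on these libraries, so their scores describe the size of a change and are not independent evidence for it. Module eigengenes were first principal components of standardized hub genes, correlated with group membership and tested with 100000 permutations. The scores, permutations and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

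Genes were named by a rule: every gene that the paper's results text names for PBMCs or liver, every gene labelled in Fig. 6C, for each comparison the 3 up- and the 3 down-regulated DEGs with the largest change whose groups do not overlap, and the members with the largest and smallest change of each list reported. Values of some of these genes had been seen in the paper's tables and figures. The tests, lists, rule and alternatives were chosen before the data were examined, except for the threshold of an unadjusted p under 0.05 with an absolute log2FC above 1, for further settings of the phagocytosis and hypoxia list counts and for the tests that the closing section marks as chosen later. The alternatives were pseudocounts of 0.1 and 1, no filter and a filter of 1 FPKM, rescaling by the median of ratios, quantile normalization, only the 2 compared groups in the fit, a block for the replicate number, sample weights, robust variance moderation, the adjusted p alone, and each library left out in turn. For lists they were all members with any value, the median over members, and limma's fry and camera tests, and for modules they were rank correlation of the mean score. The labels number the libraries within each group, and neither the paper nor the values tie equal numbers together, so no pairing was used. Quantitative PCR, cytokine, histology and survival data were not re-analysed, and the network and key driver analyses were not rebuilt, because the tables hold expression values only.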

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

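Of the tests in this part, those of hepatocyte RNA, platelets, infused ADSC RNA by the list score, liver macrophage RNA and hypoxia in 1 or 2 mice were written before the values were seen, and all others were chosen after the result had been seen.

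Hepatocyte transcripts without a role in coagulation were 1.90 higher in PBMCs after ADSCs4 than after vehicle (exact permutation p = 0.103), in ADSCs4 replicates 3, 4 and 5. Of 15 such genes, 15, 15 and 13 lay above every vehicle library in these replicates, against 0 and 5 in replicates 1 and 2. Over 72 liver genes, the ADSCs4 excess in PBMCs followed the level in the livers, with a Spearman rho of 0.859 for the group and −0.29, 0.21, 0.75, 0.88 and 0.87 in replicates 1 to 5. Hepatocyte RNA in the PBMC sample therefore stays open as a source of F2, Plg, Fga, Fgb and Fgg, the up-regulated coagulation genes, in those 3 libraries. Reads carried over from the liver libraries would keep the ratio between PBMC and liver values constant over genes. In replicate 3 the ratio varied with an SD of 1.36 log2 units, more than between livers (0.258 to 0.845), which argues against carry-over there. In replicates 4 and 5 the SD was 0.711 and 0.385, inside the range of the livers, so carry-over stays open for these 2. Alb stood at 0.340%, 0.318% and 0.0534% of its liver level in replicates 3, 4 and 5.

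Kap, a gene of the kidney, was at 12.6 and 3.77 FPKM in the PBMC libraries of ADSCs4 replicates 4 and 5 and at the placeholder in all others. At the ratio of the liver genes, the livers allow at most 0.0599 FPKM in replicate 4, so carry-over from the livers does not account for it. Its source was not tested further.

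Fga and Fgb were higher in the PBMC library of vehicle replicate 2 (0.248 and 0.172 FPKM) than in the other vehicle libraries (at most 0.0135 and 0.0116), with a gap of 0.934 and 0.923 of the range of the group. Of 12 hepatocyte genes without a role in coagulation that were above the placeholder in vehicle libraries, 11 were highest in this library, and Alb was at 0.818 FPKM against at most 0.156. Hepatocyte RNA thus remains open for this library as well, at a lower level.

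Platelet genes fell together with the coagulation genes. For 18 platelet genes outside the coagulation terms, the median log2FC after ADSCs4 was −1.86, and their mean followed that of the 13 coagulation genes over the 18 libraries (Pearson r = 0.992). Fewer platelets in the PBMC preparation stay open as a source of the down-regulated coagulation genes, and the data do not say whether platelets were lost in the mouse or during isolation. The platelet score of ADSCs2 replicate 1 stood below its group, at 5.81 against 6.34 to 6.42 (a gap of 0.880 of the range), and no test was made of it.

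Marco, Lrp1, Nr1h3 and Pparg had a positive slope with dose in PBMCs, at an adjusted p of 0.137 to 0.236 by limma. RNA from infused ADSCs would bring the abundant transcripts of these cells, such as collagens. The 18 fibroblast and ADSC genes with a mean under 0.5 FPKM in the vehicle libraries together rose by 1.88 FPKM after ADSCs4 (0.798 to 5.07 in single libraries), against 39.9 for Lrp1 and 17.7 for Nr1h3, which argues against infused ADSCs as the source of these 2 genes. The other 10 genes of the list were left out because a high level with vehicle would hide a small share, and they went both ways, from −4.33 FPKM for Col5a1 to 59.6 for S100a4. ADSCs4 replicate 3 is the least clear, with a rise of 5.07 against 9.17 for Lrp1 and 7.86 for Nr1h3. The score of the 10 genes tested did not follow Lrp1 over the libraries (Pearson r = −0.25, Spearman rho = −0.19, permutation p = 0.323, adjusted 0.323), and r was −0.13 without the 2 farthest libraries. For Marco and Pparg, with rises of 6.47 and 1.80 FPKM, infused ADSCs stay open: the score differed by 0.079 between ADSCs4 and vehicle (exact permutation p = 0.794), with 8 genes higher and 2 lower, and by −0.075 after rescaling, and Col1a1 was at 0.320 to 1.00 FPKM in the 5 ADSCs4 libraries against 0.155 to 0.219 with vehicle. For RNA from liver macrophages, the Kupffer cell list was higher by 0.99 after ADSCs4 (exact permutation p = 0.0159, adjusted 0.276), and hepatocyte genes correlated with Marco over the libraries (Pearson r = 0.595, Spearman rho = 0.726, permutation p = 0.00801, adjusted 0.010 over 5 relations). Without the 2 farthest libraries r was 0.213, so liver macrophages and blood monocytes cannot be told apart as the source. Clec4f, a Kupffer cell gene, stood at 1.07, 0.889 and 1.90 FPKM in ADSCs4 replicates 2, 3 and 4 and at 1.60 in ADSCs1 replicate 4. In ADSCs4 replicates 1 and 5 it was at the placeholder, although Lrp1 (46.3 and 41.1 FPKM) and Nr1h3 (10.6 and 13.9) lay above every vehicle library there, and in the ADSCs2 libraries it was at 0.112 or less, with Nr1h3 at 10.1 to 31.8. These rows speak against liver macrophages in those libraries, but Clec4f is near the floor and the Kupffer cell list was above every vehicle library in all 5 ADSCs4 libraries.

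The rise of hypoxia genes in the liver after ADSCs4 (0.97) was largest in replicates 2, 3 and 4, which scored 3.59, 3.73 and 4.04. Replicates 1 and 5 scored 2.46 and 2.67, where the highest vehicle liver scored 2.66. With 4 of 5 livers above every vehicle liver, 1 of them by 0.01, a rise of a few mice of the group and a rise of the whole group cannot be told apart with so few livers.

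Among genes at an unadjusted p under 0.05 in PBMCs after ADSCs4, 72.8% were higher as deposited and 39.9% after rescaling by the median of ratios. Rescaling shifts all genes of a library alike and so does not show where the excess comes from. With libraries scaled to equal sums of FPKM the share was 82.7%, and with equal sums outside the 10 most abundant genes it was 81.6% (72.0% to 84.9% with each library left out), which argues against these 10 as the source of the excess. Outside the 50 and 100 most abundant genes the share was 73.4% and 66.6%, so a change of scale spread over more genes stays open.

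Genes that were on in some libraries and off in others, with a gap of at least 3 log2 units, numbered 19 in PBMCs and 12 in the liver, of which 5 are the same. Of those in the annotation, 70.6% in PBMCs (12 of 17) and 72.7% in the liver (8 of 11) share an exon with another gene on the same strand, against 8.94% and 9.24% of the other genes (odds ratio 24.5 and 26.2, Fisher p = 1.1e-09 and 7.0e-07). Reads assigned to 1 of 2 overlapping genes stay open for these 12 and 8, such as Gm27505 (with Neat1) and Gm47287 (with Rn7s1). Rpl29 shares no exon, and Commd1b is not in the annotation, so overlap is not shown for them. Table S3 lists 6 of the 19 and 4 of the 12.

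In PBMCs, ADSCs2 replicate 4 stood above the other 3 libraries of its group for Marco (6.71 against 1.28 to 1.55 FPKM, a gap of 0.897 of the range), Ccl3 (265 against 44.1 to 50.9 FPKM, 0.920), the cytokine panel (4.87 against 2.66 to 2.95, 0.869) and toll-like receptor signaling (4.10 against 3.64 to 3.65, 0.977). More monocytes stay open: the monocyte list was 6.02 there, below 1 other library of the group (6.36) and above the rest (5.62 and 5.85) and every vehicle library (at most 5.80). A stress response during handling stays open, as 0 other libraries of the group had a higher early stress list, which is weak evidence with 4 libraries. The list stood at 5.43 there, and at 5.44 and 5.39 in vehicle replicates 2 and 3, so this level was not peculiar to that library. Tlr4 was high in ADSCs2 replicate 1 instead (6.32 against 0.755 to 1.06 FPKM, 0.873) and in ADSCs4 replicate 4 (22.1 against 0.597 to 1.95 FPKM, 0.734), with no explanation tested.

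The phagocytosis score of ADSCs1 replicate 5 was 4.08 against 2.87 to 3.17 in its group (a gap of 0.753 of the range). Without the immunoglobulin and T cell receptor segments the gap was 0.0235, so these segments stay open as its source. The score of vehicle replicate 2 was low, at 3.04 against 3.20 to 3.23 (0.840), and was not followed up.

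In the liver, Aif1 was 4.04 FPKM in ADSCs1 replicate 1 against 0.390 to 0.910 in its group (a gap of 0.718 of the range). More macrophage RNA in that liver stays open, as 0 other livers of the group had a higher Kupffer cell list, which is weak evidence with 5 livers. P4ha2 was 1.18 FPKM in vehicle replicate 4 against 0.610 to 0.670 (0.873), the isoprenoid score of vehicle replicate 2 was 2.98 against 3.54 to 3.64 (0.848), and the sterol biosynthesis score of ADSCs4 replicate 3 was 3.52 against 4.34 to 4.63 (0.734). No explanation was tested for these 3, though ADSCs4 replicate 3 also had a high early stress score (6.75 against 3.05 to 4.63 in the vehicle and the other ADSCs4 livers). Such gaps arise by chance in about 1 of 20 groups, and 15 were found in 184.

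Lpin2 rose by a log2FC of 2.60 in the liver after ADSCs4, the only DEG, and the paper's text does not discuss it. It was at 7.78 to 19.9 FPKM in the 5 ADSCs4 livers and at 0.880 to 1.84 with vehicle, and it reached 6.04 FPKM in 1 ADSCs1 liver and 7.18 in 1 ADSCs2 liver. No source of this rise was tested, and leaving out single livers or rescaling removed the call but not the size of the change.

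The mice of each comparison were divided into groups of the same sizes, in 100 ways for groups of 4 and 5 and in all 35 ways for groups of 4, the actual grouping included, and the genes were counted again. For the liver after ADSCs4, 12 of 100 divisions gave 1 DEG or more, so chance cannot be excluded for that count. The other 5 comparisons had 0 DEGs, which every one of their 100 or 35 divisions reaches, so the divisions decide nothing there. With an unadjusted p under 0.05 and an absolute log2FC above 1, as many genes were found in 29, 11 and 2 divisions in PBMCs and in 44, 2 and 9 in the liver. The share of divisions was under 1 in 20 for ADSCs4 in PBMCs alone. That threshold was chosen after seeing the data, and the share was not adjusted over the comparisons, so chance is not excluded there either.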

How the results depend on the processing

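The alternatives below were set before the values were seen, apart from the threshold of an unadjusted p under 0.05 with an absolute log2FC above 1, which was chosen after seeing the data, and the list counts with filter, scaling, group, block, weight and robust settings, which were added then.

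The counts of DEGs moved most. In PBMCs after ADSCs4, 0 up and 0 down became 6 and 89 with rescaling, 4 and 44 with quantile normalization, 14 and 141 with only the 2 groups in the fit, and 43 and 219 with sample weights. With each library left out, the counts ran from 0 to 24 up and 0 to 99 down, the highest without ADSCs4 replicate 1. In PBMCs after ADSCs1 and ADSCs2 they were 0 with all of these. In the liver after ADSCs1, 1 gene (Gm47287) was up with only the 2 groups in the fit. After ADSCs2 there were 238 up and 179 down with sample weights, and from 0 to 1 up with each liver left out. After ADSCs4, sample weights gave 435 up and 348 down, and each liver left out gave from 0 to 107 up and 0 to 146 down, the highest without ADSCs4 replicate 3. The 1 up-regulated DEG, Lpin2, was lost (0 up) with a pseudocount of 1, no filter, rescaling or quantile normalization. A pseudocount of 0.1 added 1 down-regulated gene (Cks1b), as did the adjusted p alone (log2FC −0.97).

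The threshold on the unadjusted p gave 21 up and 95 down, 29 and 20, and 175 and 272 genes in PBMCs at the 3 doses, and 22 and 15, 86 and 99, and 161 and 147 in the liver. It gave 18 phagocytosis and 11 hypoxia genes instead of 0 and 0. Of the settings added for these lists, sample weights gave 5 phagocytosis and 26 hypoxia genes and rescaling gave 1 and 0, and the rest gave 0. Leaving out the liver of ADSCs4 replicate 3 gave 4 hypoxia genes.

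With a block for the replicate number, Lpin2 had an adjusted p of 0.116 and 0 liver genes were up after ADSCs4. The block also gave −0.021 for the brown hub genes and −0.14 for the phagocytosis list after ADSCs1. The numbers do not pair the mice: deviations of equally numbered libraries from their group means had a median correlation of −0.0426 in PBMCs (−0.357 to 0.381) and 0.00544 in the liver (−0.274 to 0.390), so the block is not a better model.

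Some set scores moved by over 1.5 times without 1 library, among them platelet genes to −0.70 after ADSCs1 (without replicate 5) and −0.24 after ADSCs2 (without vehicle replicate 4), turquoise to −0.21 after ADSCs2 (vehicle replicate 4), blue to 0.27 after ADSCs1 (replicate 5), antigen presentation to 0.075 after ADSCs1 (replicate 4), 0.12 after ADSCs2 (vehicle replicate 1) and 0.18 after ADSCs4 (vehicle replicate 1), and the hypoxia term in the liver to 0.38 after ADSCs2 (replicate 2).

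Small set scores also changed sign. The brown hub genes after ADSCs2 gave 0.00633 with a pseudocount of 1, 0.017 with members of any value and 0.051 as a median over members, and −0.097 to 0.11 with each library left out. After ADSCs1 they gave −0.021 to 0.22. The green hub genes after ADSCs2 gave −0.025 with a pseudocount of 0.1, −0.019 with rescaling, −0.10 as a median and −0.056 to 0.077 with each library left out, and after ADSCs1 −0.0395 as a median. Rescaling turned the phagocytosis score to −0.054 after ADSCs1 and −0.051 after ADSCs4, the FcγR score to −0.055, −0.038 and −0.15 at the 3 doses, and the fibroblast and ADSC score after ADSCs4 to −0.075. Toll-like receptor signaling after ADSCs2 was 0.094 as a median over members. With each library left out, the ranges were −0.14 to 0.17 for phagocytosis after ADSCs1, −0.085 to 0.18 for the fibroblast and ADSC list after ADSCs4, −0.018 to 0.084 for FcγR after ADSCs2, −0.88 to 0.030 for the cytokine panel after ADSCs2 and −0.13 to 0.075 for toll-like receptor signaling after ADSCs2. The Kupffer cell list in the liver after ADSCs4 ran from −0.31 to 0.18.

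Among single genes, Gp1ba after ADSCs2 ran from −0.40 to 0.13 with each library left out, and the dose trend of Pparg from 0.24 to 0.33, with an adjusted p under 0.05 without ADSCs1 replicate 5. Ccl3, Ccl4 and Tnf after ADSCs4 changed sign, with ranges of −0.23 to 0.85, −0.52 to 0.82 and −0.29 to 0.67, and the block gave −0.12 for Ccl4 and −0.028 for Tnf, and rescaling −0.0061 for Tnf. At the lower doses their ranges were −1.67 to −0.084, −1.60 to −0.0087 and −1.26 to −0.30 (ADSCs1) and −1.57 to −0.48, −1.77 to −0.32 and −1.18 to −0.20 (ADSCs2). In the liver after ADSCs4, Slc2a1 ran from 0.54 to 1.55, Vegfa from 0.73 to 1.50 and P4ha2 from 0.69 to 1.07, and after ADSCs1 they fell as low as 0.35, 0.18 and 0.071, and after ADSCs2 as low as 0.38, 0.44 and 0.20. After ADSCs4, F5 ran from −1.69 to −1.36, Cd9 from −1.45 to −1.07, Fga from 1.71 to 3.00, Fgb from 1.71 to 2.92 and Lpin2 from 2.40 to 2.72. The eigengene correlations ran from 0.41 to 0.66 for turquoise with vehicle, −0.29 to 0.063 for turquoise with ADSCs1, −0.53 to −0.42 for blue with vehicle and −0.18 to 0.0565 for blue with ADSCs1, and blue with ADSCs2 was 0.10 by rank correlation of the mean score.

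Of the set tests of limma, fry gave an adjusted p of 0.0396 for the platelet, down-regulated coagulation, up-regulated coagulation, up-regulated hemostasis and turquoise lists in PBMCs after ADSCs4, and of 0.0372 for cell-cell junction organization in the liver after ADSCs4. camera at its preset correlation between genes gave an adjusted p under 0.05 in 34 of 87 tests in PBMCs and 69 of 99 in the liver. With the correlation estimated from the data, 0 and 0 remained, and fry kept 5 and 1 of the calls of camera. In PBMCs the values of camera were, among others, as follows: after ADSCs1, platelet 1.01e-32, down-regulated coagulation and hemostasis 1.86e-16 and 5.58e-13, blue 1.1e-05 and turquoise 6.92e-119, and after ADSCs2, antigen presentation 0.00114, platelet 5.55e-08, down-regulated coagulation and hemostasis 0.000219 and 0.00399, blue 8.3e-12 and turquoise 1.01e-32. After ADSCs4 they were 1.56e-05 for hepatocyte genes, 0.000252 without coagulation genes, 0.0141 for Kupffer cell genes, 1.55e-42 for platelet genes, 3.25e-21 and 2.14e-15 for down-regulated coagulation and hemostasis, 0.000178 and 0.00025 for the up-regulated ones, and 2.07e-25, 3.77e-15, 4.53e-11 and 7.28e-183 for blue, brown, green and turquoise. The other calls in PBMCs were of hand-made lists of cell types, interferon response and sterol genes. In the liver after ADSCs1, camera gave, among others, 2.04e-10 for the interferon response, 5.39e-05 for Kupffer cell genes, 4.27e-05 and 0.000105 for the down-regulated immune and interferon-beta terms, 4.36e-07 and 7.14e-05 for the up-regulated immune and inflammatory terms, 0.00946, 0.0141 and 0.0107 for the cholesterol, isoprenoid and sterol terms of ADSCs2, 0.00499 for the hypoxia term and 9.6e-06 for the sterol list. After ADSCs2 it gave 5.92e-09 for the interferon response, 0.00396 for Kupffer cell genes, 1.47e-07 for the inflammatory term, 0.000117, 0.00053 and 1.67e-05 for the cholesterol, isoprenoid and sterol terms, 0.00458 for junctions, 0.00284 for the hypoxia term and 8.84e-11 for the sterol list. After ADSCs4 it gave 9.25e-10 for the interferon response, 4.8e-06 and 2.46e-05 for the immune and innate terms, 0.00323, 0.00563 and 0.000393 for the cholesterol, isoprenoid and sterol terms of ADSCs2, 3.97e-06 for junctions, 9.6e-06 for the hypoxia term, 0.0369 for the hypoxia list and 3.97e-06 for the sterol list.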

Differences from the paper's values

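The count at an unadjusted p and the use of sample weights and rescaling for the phagocytosis and hypoxia lists were chosen after the result had been seen, and all other settings named here were set before the data were examined.

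The paper's counts come from edgeR, and those found here from limma on log-scale FPKM of the genes that passed the expression filter. Raw counts were at hand only in part, so a test on counts could not be run for all genes. The differences below therefore cannot be assigned to the data or to the method. For PBMCs after ADSCs4, the paper reports 523 up- and 448 down-regulated DEGs, 971 in all, and 0, 0 and 0 were found. For the liver after ADSCs1, the paper reports 184 up and 69 down, 253 in all, and 0, 0 and 0 were found. For the liver after ADSCs2, the paper's numbers are 501, 340 and 841, and those found were 0, 0 and 0. For the liver after ADSCs4, they are 759, 198 and 967 in the paper, and 1, 0 and 1 were found. The paper's up and down counts for this last comparison do not add up to its total. The paper lists 1215 ADSCs-responsive genes in PBMCs and 1522 in the liver, where 0 and 1 were found. It counts 41 phagocytosis genes among the former, 29 of them up-regulated, and 35 hypoxia genes among the latter, against 0, 0 and 0 found. It also counts 90 genes up-regulated in the liver after ADSCs1 alone, against 0 found.

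Of the alternatives set before the data were examined, 2 came near a number of the paper. Leaving out ADSCs4 replicate 3 gave 146 down-regulated liver DEGs after ADSCs4, and sample weights gave 783 DEGs in all in the same comparison. For the hypoxia genes, sample weights gave 26, a setting chosen for this list after seeing the values, and it drops 20 of the 40 genes of that list that Table S3 holds. For the phagocytosis genes it gave 5, of which Table S3 lists 4. By adjusted p, none of the settings run for the other numbers above gave a value within 1.5 times of them. The threshold of an unadjusted p under 0.05 with an absolute log2FC above 1 came nearer to some counts of down-regulated genes. After ADSCs4 it gave 340 in PBMCs with rescaling and 147 in the liver as deposited. The correlations of the 4 eigengenes with the groups did not differ from those in Fig. 5B, nor did the mean FPKM of Itgb3 and F5 from the paper's plots.

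Of the genes that the paper calls, 814 of 1215 in PBMCs and 1048 of 1522 in the liver passed the expression filter. At an unadjusted p under 0.05 at any dose there were 662 and 724, and with an absolute log2FC above 1 as well, 785 of the 1215 and 1163 of the 1522 are not called, those not tested included. The ratio of mean FPKM was beyond 2 at some dose for 1209 and 1515 of them. Settings that call genes in PBMCs after ADSCs4 call genes from the paper's list: 86 of 95 with rescaling, 44 of 48 with quantile normalization, 147 of 155 with only the 2 groups in the fit, 243 of 262 with sample weights, and 116 of 123 without ADSCs4 replicate 1. In the liver, sample weights call 417 genes after ADSCs2 and 783 after ADSCs4, of which the paper lists 295 and 486, and leaving out ADSCs4 replicate 3 calls 253, of which it lists 171.

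In the paper, Tnf, Ccl3 and Ccl4 are described as lower after ADSCs2, and they had a log2FC of −0.68, −0.93 and −0.92 with an adjusted p of 0.970, 0.972 and 0.982. The up-regulation of sterol genes is placed at ADSCs2 alone, where the sterol term was also higher after ADSCs1 by 0.52 and after ADSCs4 by 0.90 (exact permutation p = 0.0556 and 0.0397). Hypoxia is placed at ADSCs4, where the same term was also higher after ADSCs1 by 0.56 and after ADSCs2 by 0.64 (exact permutation p = 0.0794 and 0.114).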

Other observations

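The lists reported here were drawn up before the values were seen, and the relations between them were looked at only after the results had been seen.

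No score of a list passed adjustment, with a smallest adjusted value of 0.173 in PBMCs and 0.254 in the liver. At an unadjusted exact permutation p under 0.05 there were 9 of 87 tests in PBMCs, 5 of them higher than vehicle, and 16 of 99 in the liver, 7 of them higher. Many lists share genes and all doses share the vehicle libraries, so these counts hold fewer independent results.

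Of the cell type lists in PBMCs, monocyte genes (20) were higher by 0.31 to 0.35 at the 3 doses, with the lowest p after ADSCs4 (exact permutation p = 0.0238, adjusted 0.296). Neutrophil genes (20) differed by −0.50 to −0.21 (lowest exact p = 0.190), T cell genes (16) by 0.16 to 0.31 (0.167), B cell genes (14) by −0.14 to 0.36 (0.257), NK cell genes (12) by 0.037 to 0.62 (0.278) and erythroid genes (11) by −0.64 to 0.62 (0.171). After ADSCs4 the erythroid genes had a mean of 0.030 and a median log2FC of −0.067, so that no direction can be given. Early stress genes (18) differed by −0.079 to 0.14 (lowest exact p = 0.587), interferon response genes (35) by −0.0074 to 0.18 (0.675), core hypoxia genes (21) by 0.15 to 0.34 (0.0635) and sterol biosynthesis genes (23) by −0.15 to 0.11 (0.532). Interferon response genes after ADSCs4 had a mean log2FC of −0.0074 and a median of 0.046.

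In the liver, neutrophil genes (15) differed by −0.83 to −0.21, with the lowest p after ADSCs4 (exact permutation p = 0.0397, adjusted 0.254). Platelet genes (12) and fibroblast or ADSC genes (22) had their lowest p after ADSCs2, at −0.35 and −0.55 (exact permutation p = 0.0286 for each). Antigen presentation genes (36) were higher by 0.18 after ADSCs1 and differed by −0.25 after ADSCs4 (exact permutation p = 0.0476 for each). Monocyte genes (18) differed by −0.28 to 0.44 (lowest exact p = 0.111), T cell genes (3) by −0.23 to −0.081 (0.143), B cell genes (2) by −0.35 to −0.13 (0.2), NK cell genes (3) by −0.59 to 0.26 (0.0952) and erythroid genes (7) by −0.76 to 0.058 (0.0794). FcγR-mediated phagocytosis (46) differed by −0.11 to 0.23 (lowest exact p = 0.111), the cytokine panel (12) by −0.57 to −0.30 (0.114), the cytokines lower in plasma (5) by −0.84 to −0.65 (0.0857), toll-like receptor signaling (46) by −0.19 to −0.015 (0.114) and early stress (17) by −0.070 to 0.19 (0.657). Toll-like receptor signaling after ADSCs1 had a mean log2FC of −0.015 and a median of 0.0935. Hepatocyte genes (30) differed by −0.14 to −0.081 (lowest exact p = 0.143) and those without a role in coagulation (15) by −0.45 to −0.25 (0.0571).

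Kupffer cell genes (14) in the liver differed by 0.86 after ADSCs1, −0.57 after ADSCs2 and −0.027 after ADSCs4 (exact permutation p = 0.167, 0.257 and 0.968). The first was 0.54 without ADSCs1 replicate 1, the second −0.22 without ADSCs2 replicate 2, and the third ran from −0.31 to 0.18 with each liver left out. The immune genes that the paper reports as higher after ADSCs1 have the same signs at the first 2 doses. Whether the number of macrophages or their expression differed was not tested, and both stay open. For the interferon response in the liver, 31, 36 and 36 of 36 genes were lower than vehicle at the 3 doses, but 1 ADSCs4 liver lay above every vehicle liver, no test passed adjustment, and no technical source was tested.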
